# AdRoit is an accurate and robust method to infer complex transcriptome composition

**DOI:** 10.1038/s42003-021-02739-1

**Published:** 2021-10-22

**Authors:** Tao Yang, Nicole Alessandri-Haber, Wen Fury, Michael Schaner, Robert Breese, Michael LaCroix-Fralish, Jinrang Kim, Christina Adler, Lynn E. Macdonald, Gurinder S. Atwal, Yu Bai

**Keywords:** Computational biology and bioinformatics, Gene expression

## Abstract

Bulk RNA sequencing provides the opportunity to understand biology at the whole transcriptome level without the prohibitive cost of single cell profiling. Advances in spatial transcriptomics enable to dissect tissue organization and function by genome-wide gene expressions. However, the readout of both technologies is the overall gene expression across potentially many cell types without directly providing the information of cell type constitution. Although several in-silico approaches have been proposed to deconvolute RNA-Seq data composed of multiple cell types, many suffer a deterioration of performance in complex tissues. Here we present AdRoit, an accurate and robust method to infer the cell composition from transcriptome data of mixed cell types. AdRoit uses gene expression profiles obtained from single cell RNA sequencing as a reference. It employs an adaptive learning approach to alleviate the sequencing technique difference between the single cell and the bulk (or spatial) transcriptome data, enhancing cross-platform readout comparability. Our systematic benchmarking and applications, which include deconvoluting complex mixtures that encompass 30 cell types, demonstrate its preferable sensitivity and specificity compared to many existing methods as well as its utilities. In addition, AdRoit is computationally efficient and runs orders of magnitude faster than most methods.

## Abstract (web summary)

Yang et al. present AdRoit, a method for deconvoluting bulk RNA sequencing and spatial transcriptomics data. AdRoit performs well on datasets from complex tissues with many different cell types.

## Introduction

RNA sequencing is a powerful tool to understand the biology of normal and disease tissues at the whole transcriptome level. It helps to elucidate disease mechanisms and identify potential treatment targets^1^. Due to the presence of heterogeneous cell populations, the bulk tissue transcriptome only characterizes the overall gene expression across multiple cell types. The cell type identities and their prevalence remain unknown in the bulk data. However, knowledge of the cell type composition is often critical to understanding the biology. For instance, the constitution of stromal and immune cells sculpts the tumor microenvironment, which is essential in cancer progression or response to immune checkpoint inhibition^2–6^. Excessive expression of cytokines in particular leukocyte types underlines the etiology of many chronic inflammatory diseases^7–11^. Such information cannot be directly read out from the bulk RNA-Seq.

Recent breakthroughs in spatial transcriptomics methods enable characterizing whole transcriptome-wise gene expressions at spatially resolved locations in a tissue section^12^. However, it remains challenging to reach a single-cell resolution while measuring tens of thousands of genes transcriptome-wise. Some widely used technologies can achieve a resolution of 50–100 μm, equivalent to 3–30 cells depending on the tissue type^12,13^. The transcripts therein may originate from more than one cell type, resulting in another form of RNA-Seq data of multiple cell types. Unlike the bulk RNA-Seq, the profiling data at each spot contains substantial dropouts as merely a few cells are sequenced, imposing additional challenges to demystify the cell type content. We refer to bulk RNA-Seq data and spatial transcriptome data at the multi-cell resolution as compound RNA-Seq data hereafter.

The rapid development of single-cell RNA-Seq (scRNA-Seq) technologies has allowed for cell-type-specific transcriptome profiling^14^. It provides the information missing from the RNA-Seq data of tissues comprised of multiple cell types (e.g., bulk RNA-Seq). Nevertheless, the technologies have low sensitivity and substantial noise due to the high dropout rate and the cell-to-cell variability. Consequently, scRNA-Seq technologies require a large number of cells (thousands to tens of thousands) to ensure statistical significance in the results. In addition, the cells must remain viable during the capture. These requirements render the scRNA-Seq technologies costly, prohibiting their application in clinical studies that involve many subjects or cannot allow real-time tissue dissociation and cell capture. Furthermore, scRNA-Seq technologies may not be well suited to characterizing cell-type proportions in solid tissues because the dissociation and capture steps may not have the same efficiency for different cell types^15–17^.

Because sequencing at the single-cell level is not always feasible and also for the purpose of better interpreting many highly valuable existing bulk RNA-Seq or spatial transcriptomic data sets, in silico approaches have been developed to infer cell-type proportions from compound RNA-Seq data^18–24^. The most common strategy is to conduct a statistical inference through the maximum likelihood estimation (MLE)^25^ or the maximum a posterior probability estimation (MAP)^26^ on a constrained linear regression framework, wherein the unobserved mixing proportion of a finite number of cell types are part of the latent variables to be optimized^19,21–24^. The deconvolution methods are often applied to dissect the immune cell compositions in blood samples^27–31^. However, their performance in more complex tissues, such as the nervous, ocular, respiratory, or gastrointestinal organs, remains unclear. These tissues often contain many cell types (10–10^2^) and the difference among related cells can be subtle, rendering the deconvolution a challenging task. For example, a recent study on the mouse nervous system using scRNA-Seq found more than 200 cell clusters and many are highly similar neuronal subtypes^32^.

Earlier works often utilized the transcriptome profiling of the purified cell populations to estimate the gene expressions of cell type (e.g., Cibersort)^19^. More recently, acquiring cell type-specific expression from the scRNA-Seq data was shown to be an intriguing alternative^21–24^. Although it provides higher throughput by measuring multiple cell types in one experiment, profiling at the single-cell level has a high noise floor. The accuracy of deconvolution using scRNA-Seq data as the reference may be affected by the data noise if not treated properly. Moreover, the platform difference between the compound data and the single-cell data cannot be ignored.

To overcome these challenges, additional information from the data may be considered. A recent method that weighs genes according to their expression variances across samples greatly improved the accuracy^22^, highlighting the importance of gene variability in inferring cell-type composition. Some other methods and applications have pointed out the importance of cell type-specific genes^24,28,31,33^. In these works, the cell type-specific expression was only used to select the input genes (e.g., markers). Nonetheless, it measures how informative a gene is in distinguishing cell types and thus can be incorporated as a part of the model. To address the platform difference between the compound data and the single-cell data, it is sometimes assumed there exists a single scaling factor or a linearly scaled bias for all genes that can be learned and corrected accordingly. This assumption does not hold, as the impact of changing platforms is different for each gene. Though learning a uniform scaling factor might correct the difference in most genes, a few genes that remain markedly biased can easily confound the estimation, especially under a linear model framework. Thus, a gene-wise correction should be considered.

In this work, we present a new deconvolution method, AdRoit, a unified framework that jointly models the gene-wise technology bias, as well as the cell type specificity and cross-sample variability of genes. The method estimates the cell type constitution in the compound RNA-Seq samples using relevant single-cell data as a training source. Genes used for deconvolution were automatically selected from the single-cell data based on their information richness. It uses an adaptively learning approach to estimate gene-wise corrections, addressing the issue that each platform may impact genes differently. AdRoit further makes use of regularization to reduce collinearity among closely related cell subtypes that are common in complex tissues. Over a set of comprehensive benchmarking data with a varying cell composition complexity, AdRoit showed superior sensitivity and specificity to other existing methods. Applications to real RNA-Seq bulk data and spatial transcriptomics data revealed strong and expected biologically relevant information. We believe AdRoit offers an accurate and robust tool for cell-type deconvolution and will enhance the value of bulk RNA-Seq and spatial transcriptome profiling.

## Results

### Overview of the AdRoit framework

AdRoit estimates the proportions of cell types from transcriptome data of a mixed cell population including but not limited to bulk RNA-Seq and spatial transcriptome. It directly models the raw reads without normalization, preserving the difference in total amounts of RNA transcript in different cell types. The method utilizes, as a reference, the relevant pre-existing scRNA-Seq data with cell identity annotation. It selects informative genes, estimates the mean and dispersion of the expression of selected genes per cell type, and constructs a weighted regularized linear model to infer percent combinations (Fig. 1a). Because sequencing platform bias may impact genes differently^15,34,35^, a uniform adjustment for all genes may not sufficiently eliminate such bias. AdRoit adopts an adaptive learning approach, where the bias is first estimated for each gene, then applied such that more biased genes receive a larger correction (Fig. 1b).

**Fig. 1:**
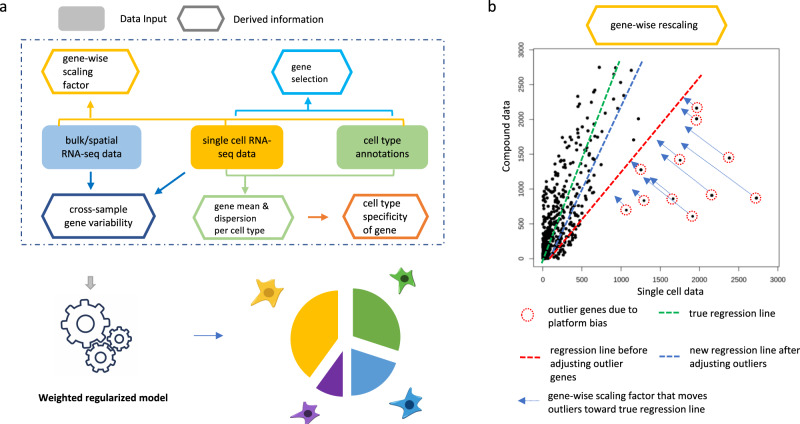
Schematic representation of AdRoit computational framework. **a** AdRoit inputs compound (bulk or spatial) RNA-Seq data, single-cell RNA-Seq data, and cell type annotations. It first selects informative genes and estimates their means and dispersions, then computes the cell type specificity of genes. Depending on the availability of multiple samples, cross-sample gene variability is derived from either the compound RNA-Seq, or the single-cell data (see also “Methods”). Lastly the gene-wise correction factors are computed to reduce the platform bias between the compound and the single-cell RNA-Seq data. These quantities are used in a weighted regularized model to infer the cell type composition. **b** A mock example to illustrate the role of the gene-wise correction factor. Conceptually, an accurate estimation of the cell proportions should be represented by the slope of the green line; however, fitting in the presence of outlier genes would result in the red line. Outlier genes exist because the platform bias affects genes differently. AdRoit adopts an adaptive learning approach that first learns a coarse estimation of the slope (red line), from which the gene-wise corrections are derived and applied to the outlier genes, moving them toward the green line. The more deviated the gene, the larger the correction (i.e., longer arrows). After the adjustment, the new estimated slope (blue line) is closer to the truth (green line) and thus is a more accurate estimation.

AdRoit considers a comprehensive set of other relevant factors including the cross-sample variability and the cell type specificity of genes, as well as the collinearity of expression profiles among closely related cell types. The cross-sample variability of a gene is the variation of its expression in the same cell type across multiple bulk samples. It shall be distinguished from the expression change in the gene over different cell types. AdRoit decreases the weight of genes with high cross-sample variability whilst increasing the weight of those with an expression highly specific to certain cell types. The definition of cross-sample variability and cell type specificity also accounts for the overdispersed nature of counts data. Lastly, AdRoit adopts a linear model to ensure the interpretability of the coefficients. At the same time, AdRoit includes a regularization term to minimize the impact of statistical collinearity. Each of the factors contributes an indispensable part to AdRoit, leading to an accurate and robust deconvolution method for inferring complex cell compositions.

To evaluate the performance, we compared AdRoit with NNLS^18,36^, MuSiC^22^, Bisque^37^, and SPOTlight^38^ for bulk data deconvolution, and Stereoscope^23^, Cell2location^39^, and SPOTlight^38^ for spatial transcriptomics data deconvolution. When evaluating the algorithms, a common practice is to pool the single-cell data to synthesize a “bulk” sample with the known ground truth of the cell composition. We measured the performance by comparing the estimated cell proportions with true proportions using four metrics: mean absolute difference (mAD), root mean square deviation (RMSD), and two correlation statistics (i.e., Pearson and Spearman). While Pearson reflects linearity, Spearman measures whether the estimated results and the ground truth are monotonically related, even if their relationship is not linear, which avoids the artificial high linearity scores driven by outliers when the majority of estimates are small. Thus, both correlations statistics were included. Good estimations feature low mAD and RMSD along with high correlation statistics. We further applied AdRoit to real bulk RNA-Seq data and validated the results by available RNA fluorescence in-situ hybridization (RNA-FISH) data. The estimates were further confirmed by the biological knowledge of human pancreatic islets. We also used AdRoit to map cell types within spatial spots, and the accuracy was verified by in-situ hybridization (ISH) images from Allen mouse brain atlas^40^.

### AdRoit excels in both simple and complex cell constitutions

We started with a simple human pancreatic islets data set that contains 1492 cells and four distinct endocrine cell types (Alpha, Beta, Delta, and PP cells)^41^ (Supplementary Fig. 1a; Supplementary Data 1). The synthesized bulk data were constructed by mixing the single-cell data at known proportions. When using AdRoit to estimate cell proportions for a synthetic sample, data from this sample were excluded from the model construction (i.e., leave-one-out). All methods except SPOTlight achieved satisfactory performance according to the evaluation metrics, AdRoit performed the best as reflected by scatterplots of estimated proportion vs. true proportion (Supplementary Fig. 1b and Supplementary Data 1). It had the lowest mAD and RMSD, and the highest correlation values (MuSiC’s correlations are comparable) among the five methods tested (Supplementary Fig. 1c). Given that MuSiC is a weighted NNLS and consistently showed an improved accuracy here and in the original publication^22^, we excluded NNLS from further evaluation hereafter.

We then tested the methods on a complex tissue—human trabecular meshwork (TM). We acquired published single-cell data that contains 8758 cells and 12 cell types from eight donors^42^. The data include three similar types of endothelial cells, 2 types of Schwann cells, and 2 types of TM cells (Supplementary Fig. 2; Supplementary Data 2). Cells from each donor were pooled as individual synthetic bulk samples. The cell-type proportions vary from <1 to 43%. These proportions were the ground truth cell composition and were compared head-to-head with the estimated proportions inferred by four methods. For each synthetic bulk sample, estimations by AdRoit were performed using the reference and gene weights built upon the remaining samples (i.e., leave-one-out). In each of the eight samples, the estimates made by AdRoit best approximated the true proportions. In particular, AdRoit had the lowest mAD and RMSD, and the highest correlation values among the methods (Fig. 2a). We further assessed the deviation of the estimates from the true proportions for each cell type. AdRoit consistently had the lowest deviations from the true proportions for all cell types, as well as the lowest variation among eight samples (Fig. 2b, blue dots), indicating robustness over various cell types and samples (Supplementary Fig. 3 and Supplementary Data 2).

**Fig. 2:**
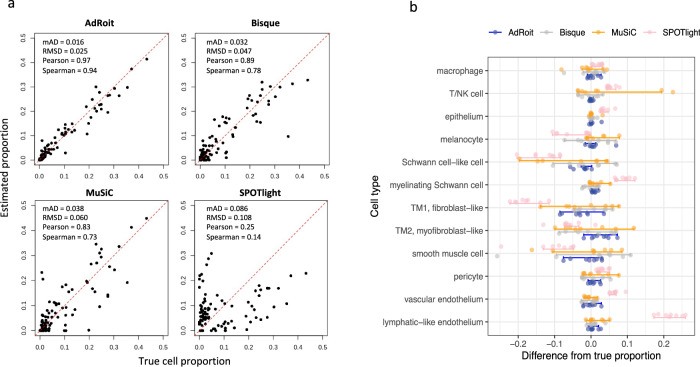
Benchmark on simulated bulk data generated from the trabecular meshwork (TM) single cells. **a** AdRoit has the closest estimation to the true cell proportion comparing to Bisque, MuSiC, and SPOTlight. Each dot is a cell type from a donor. The performance metrics were derived from eight distinct donors. **b** For each cell type in TM, AdRoit has the smallest differences from the true cell type proportion and the smallest variance of estimates across eight distinct donors. For each cell type, a dot on the graph denotes a donor, and the bars represent the 1.5× interquartile ranges. The reference and gene weight estimations used for deconvoluting each synthetic bulk sample exclude the data from that sample (leave-one-out).

### AdRoit has better sensitivity and specificity

To assess the level of granularity that AdRoit can achieve when deconvoluting similar cell types, we used well-studied, closely related immune cells from myeloid lineage and lymphoid lineage. We obtained B cells, naïve *CD4*^+^ T cells, memory *CD4*^+^ T cells, *CD8*^+^ T cells, natural killer (NK) cells, dendritic cells (DC), *CD14*^+^ monocytes, *FCGR3A*^+^ monocytes, and platelets from a public release of the human peripheral blood mononuclear cell (PBMC) single cells by 10x Genomics (see also “Data Availability”). We simulated bulk samples that each contained a mixture of myeloid lineage or lymphoid lineage cell types. Such a sample was created by randomly selecting cells from a given set of cell types and mixing them according to their predefined percentages. We repeated this procedure 100 times for a series of mixing proportions among myeloid or T lymphoid cells. The bulk mixtures of *CD14*^+^ monocytes, *FCGR3A*^+^ monocytes and dendritic cells (DC) followed three schemes of proportions: 0.33:0.33:0.33 (mix0), 0.1:0.45:0.45 (mix1) and 0.1:0.3:0.6 (mix2). The same ratios were applied to the mixtures of naïve *CD4*^+^ T, memory *CD4*^+^ T, and *CD8*^+^ cells. All the nine cell types in the PBMC data were used to build the reference for the deconvolution. AdRoit accurately estimated the known percentages in all cases (Fig. 3a and Supplementary Data 3). In addition, there were no noticeable false positive predictions of any excluded cell types. These results highlight that AdRoit can capture the fine difference among similar cell types and quantitatively distinguish them.

**Fig. 3:**
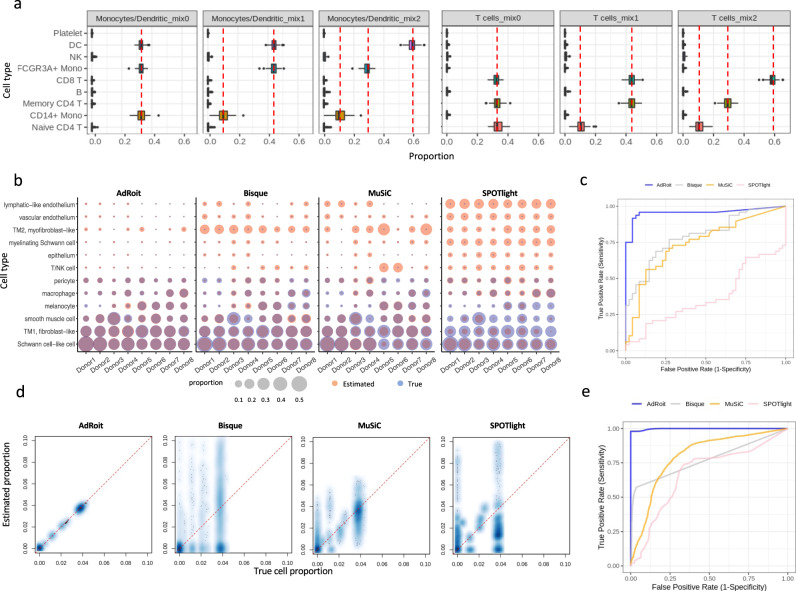
AdRoit can achieve a high granularity and exhibits good sensitivity and specificity in complex tissues. **a** AdRoit is accurate in deconvoluting the simulated bulk samples that contain a mixture of similar cell types from myeloid or lymphoid lineage. The vertical dashed lines indicate the true mixing proportions. *CD14*^+^ monocytes, *FCGR3A*^+^ monocytes and dendritic cells (DC) were mixed under three schemes of proportions: 0.33:0.33:0.33 (mix0), 0.1:0.45:0.45 (mix1) and 0.1:0.3:0.6 (mix2). The same ratios were applied to the mixtures of naïve *CD4*^+^ T, memory *CD4*^+^ T, and *CD8*^+^ cells. Each boxplot was derived based on *n* = 100 independent simulations, with bars denoting the 1.5× interquartile ranges. **b** AdRoit’s estimates are more accurate and specific than those from Bisque, MuSiC, and SPOTlight on synthetic samples that contain only 6 out of the 12 cell types. The deconvolution was done using all 12 cell types as the reference. A pair of size-matched blue (true value) and red (estimated value) bubbles indicate an accurate prediction. Red-only and blue-only bubbles mark false positives and false negatives, respectively. **c** The comparison of Receiver operating characteristic (ROC) curves (*n* = 8 independent donors) shows that AdRoit has a notable higher area under the curve (AUC) than other methods, meaning better sensitivity and specificity. **d** Scatterplots between the ground truth and the deconvoluted cell proportions in the simulated bulk samples of high complexity (mixtures of 30 cell types). **e** ROC curves (*n* = 100 independent simulations) show AdRoit has the best AUC among all methods on highly complex cell constitutions.

We next systematically benchmarked the sensitivity and specificity of each of the algorithms. In the context of the cell type deconvolution, a false negative occurs when the proportion of an existing cell type is predicted to be zero (or below a given threshold). Conversely, a non-zero prediction (or above a given threshold) of an absent cell type results in a false positive. False negatives and false positives measure the sensitivity and specificity of a deconvolution algorithm, respectively. Both quantities are crucial to establish the utility of the algorithm. Particularly, in real-world applications, it is often difficult to know *a prior* what cell types exist in a bulk sample, users may inform the algorithm to consider more possible cell types than what actually exists in the sample. False-positive predictions in this situation would make the algorithm unusable.

We designed a simulation to test sensitivity and specificity. we selected 6 out of the 12 human trabecular meshwork cell types, i.e., Schwann-cell-like cell, TM1, smooth muscle cell, melanocyte, macrophage, and pericyte, from each donor sample and pooled them within that sample to synthesize eight new bulk samples (Supplementary Data 4). The unselected six cell types were considered absent in the bulk samples. Some cell types selected highly resembled those in absence, challenging the programs to pinpoint the right cell type present in the bulk among similar candidates. We provided the full list of 12 single cell types as the reference to the programs to estimate the cell type proportions. Consistently across eight samples, AdRoit had the most accurate estimates for the six present cell types, and zero or close to zero estimated values for the non-existing cell types in the simulated bulk data. MuSiC, Bisque, and SPOTlight were notably less accurate on the six selected cell types, as well as they had many non-negligible values for the six cell types excluded in the eight synthetic samples (Fig. 3b and Supplementary Data 4). For example, smooth muscle cells accounted for ~14% in donor 4 but were largely missed (~0.03%) by MuSiC. We noted that TM2 had false non-zero estimates from all methods though not included. This is because TM2 is easily mistaken as TM1 due to their high similarity^42^. Nonetheless, AdRoit’s estimates of TM2 were consistently low across samples (<1% for 44 out of 48 estimates), while the other methods had markedly larger estimates of TM2 that occasionally even exceeded the TM1 estimates. For a systematic comparison, we constructed the receiver operating characteristic (ROC) curve by varying the threshold of detection (i.e., a cutoff below which the cell type was deemed undetected) (Fig. 3c). AdRoit had a higher area under the curve (AUC) than the other methods (AdRoit: 0.95, Bisque: 0.79, MuSiC: 0.74, SPOTlight: 0.37), implying both better sensitivity and specificity.

As complex tissues often contain several tens of different cell types, we continued the evaluation of the sensitivity and specificity in more complicated cell mixtures. We utilized the published mouse brain single-cell atlas by Zeisel et al. that contains a comprehensive set of neuronal and supporting cells^32^. Without loss of generality, we consolidated the original annotation into 46 major cell types (“Methods” and Supplementary Data 5). To synthesize a bulk mixture, we randomly selected 30 cell types and pooled all their associated cells. This procedure was repeated independently 100 times for thorough coverage of different cell type combinations. The deconvolution was performed using all 46 cell types as the reference. As illustrated in Fig. 3d, AdRoit was able to estimate the proportions closely consistent with the ground truth while the other three tools made less satisfactory predictions (see also Supplementary Data 6). The ROC curve further indicates that AdRoit has the best sensitivity and specificity given its highest AUC (Fig. 3e). These observations convince us that AdRoit offers a leading performance on highly complex cell constitutions.

### AdRoit outperforms in deconvoluting closely related cell subtypes

To further evaluate AdRoit when multiple homologous subtypes of cells are present in a complex tissue, we performed scRNA-Seq experiment on mouse lumbar dorsal root ganglion (DRG) from five mice. 

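Lumbar DRG cells of 5 adult C57BL/6 mice, 3 males and 2 females aged 18 weeks, were captured in droplets with the Chromium 3′ kit of 10x Genomics. In this assay a unique molecular identifier (UMI) marks each captured transcript. All 5 mice belong to 1 condition, so the comparisons are between cell types within a mouse. The authors counted UMIs with Cell Ranger v2.0.0 on mm10 with the UCSC gene model, then selected, clustered and annotated the cells with Seurat v3.0.1. They deposited the raw UMI counts of each gene in each cell, without normalization, and the cell type of each cell. The counts held 13050375 UMIs in Sample1, 42666954 in Sample2, 28667742 in Sample3, 51281229 in Sample4 and 88886919 in Sample5. The median number of UMIs per cell was 72840 in Sample1, 70328 in Sample2, 52499.5 in Sample3, 56004 in Sample4 and 56260 in Sample5. The cell names carry 5 library identifiers that no sample label names, and each library was taken as 1 mouse. A library was given the name of the Sample column of Supplementary Data 7 whose numbers of cells per type it matched, and 70 of 70 counts were equal. The paper's text gives the sexes of the animals together and not per sample, so no sex was assigned to a library. From the deposited counts, UMIs were summed over the cells of each type in each mouse, so that mice and not cells served as replicates. Sums were scaled to CPM, the UMIs of a gene relative to a fixed total per sum, or normalized by TMM in edgeR where a test across genes was made. Because the cell types were defined by the authors from these same counts, tests between types describe how far the types differ and are not independent evidence that they exist. With 5 mice, the smallest p that an exact two-sided sign-flip test allows is 0.063, so such tests cannot pass 0.05 and only the direction and its size are reported.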

Following the standard analysis pipeline (Methods), we obtained 3352 single cells after quality control procedures. 

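The deposited matrix held 3352 cells, with 164 in Sample1, 539 in Sample2, 474 in Sample3, 805 in Sample4 and 1370 in Sample5. Of its 17271 rows, 17267 carry the name of a mouse gene and 4 carry other names. The median number of UMIs per cell was 57692 over all cells. Between 2432 and 9652 genes were detected per cell, with a median of 6861. No cell had fewer than 500 or more than 15000 genes. The 37 mitochondrial rows took 4.79% of a cell's UMIs in the median and 15.2% at most. This share was above 10% in 188 cells, of which 61 were in Sample3. With the 13 protein-coding mitochondrial genes alone, 175 cells were above 10%.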

After clustering and annotation, we discovered 14 cell types including multiple subtypes of neuronal cells (Fig. 4a and Supplementary Data 7). 

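The deposited annotation assigned each cell to 1 of 14 types, of which 12 were neuronal. Neurons made up 88.1% ± 6.51 (SD, n = 5 mice) of the cells. Satellite glia made up 9.84% ± 5.49 and endothelial cells 2.08% ± 1.13 (SD, n = 5). These are shares of the deposited cells. Satellite glia had a median of 1.24 times the lowest UMI number of a cell in their library, so a minimum of UMIs may have lowered their share. The most frequent neurons were NP_Mrgprd, at 24.1% ± 5.97 of all cells, followed by NP_Nts at 10.2% ± 4.39 and PEP1_Slc7a3.Sstr2 at 9.95% ± 1.87 (SD, n = 5). The least frequent were NF2_Ntrk2.Necab2, at 1.62% ± 0.496 (SD, n = 5). The proportions differed between the 5 libraries by more than the sampling of cells gives, with a chi-square statistic of 346 over the 14 types and a Cramér's V of 0.161. Permuting the cells among the libraries gave p = 1e-05, the smallest p that 100000 permutations can give. This test takes cells as independent, so it describes these libraries and not mice in general. Leaving out Sample5 moved the statistic most, to 129 with the same p. Sample5 held the most cells, 1370 of 3352, and the statistic grows with the number of cells. Its fall therefore does not show that the differences came from Sample5.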

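Over the 5 mice, the lowest proportion of a type was 0.511% for endothelial cells in Sample5 (7 of 1370 cells, exact Clopper-Pearson 95% interval 0.206 to 1.05%). The highest was 33.8% for NP_Mrgprd in the same mouse (463 of 1370 cells, 31.3 to 36.4%). To measure how similar the neuron subtypes were, the summed counts of each subtype in each mouse were compared by the Pearson correlation of log2(CPM + 1) over the 16248 genes with at least 10 UMIs, which is a correlation across genes and not across samples. The 16 pairs of subtypes within the NF, NP or PEP class had a mean correlation of 0.928, and the 50 pairs of neuron subtypes from different classes had a mean of 0.884. The difference was 0.0437 ± 0.00226 (SD, n = 5 mice) and had the same direction in 5 of 5 mice (exact two-sided sign-flip test, p = 0.063, the smallest possible). Among the alternatives, keeping only genes with at least 100 UMIs moved it most, to 0.0587. The most similar pair was PEP1_S100a11.Tagln2 and PEP1_Slc7a3.Sstr2, at 0.957. One pair from different classes, NF_Calb1 and PEP2_Htr3a.Sema5a, reached 0.946 and ranked 4 of all 66 pairs. Th neurons correlated with the other neuron subtypes at 0.895 on average. Neurons correlated less with satellite glia, at 0.703, and with endothelial cells, at 0.589.

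**Figure D1:**
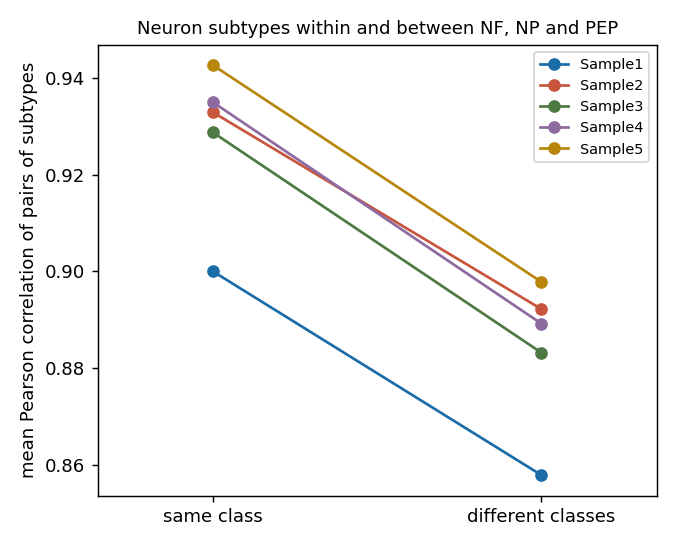
Mean Pearson correlation across genes of pairs of neuron subtypes of the same class (NF, NP or PEP) and of different classes (vertical axis), 1 line per mouse. The mean over mice is 0.928 for the same class and 0.884 for different classes, and all 5 lines fall from the first to the second.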

The heatmap of the top marker genes showed distinct patterns of the major cell types as well as similar patterns of the subtypes (Supplementary Fig. 4a), with the cell type proportions varying from 0.5 to 33.71% (Supplementary Fig. 4b). These 14 cell types include three subtypes of neurofilament containing neurons (i.e., NF_*Calb1*, NF_*Pvalb*, NF_*Ntrk2.Necab2*), three subtypes of non-peptidergic neurons (i.e., NP_*Nts*, NP_*Mrgpra3*, NP_*Mrgprd*), and five subtypes of peptidergic neurons (i.e., PEP1_*Dcn*, PEP1_*S100a11.Tagln2*, PEP1_*Slc7a3.Sstr2*, PEP2_*Htr3a.Sema5a*, PEP3_*Trpm8*). Also discovered were tyrosine hydroxylase-containing neurons (Th), satellite glia, and endothelial cells. Such complex compositions formed a challenging testing ground for evaluating the ability to distinguish closely related cell types. 

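Marker genes of each type were called across mice with edgeR's quasi-likelihood test, comparing the 5 sums of the type's cells with the 5 sums of all other cells of the same mice. A marker had a Benjamini-Hochberg adjusted p under 0.01, at least 2-fold higher expression and a UMI in at least 25% of the type's cells, which are the thresholds of the Data preprocessing section. Between 11778 and 13265 genes were tested per type. The neurofilament subtypes NF_Calb1, NF_Pvalb and NF2_Ntrk2.Necab2 had 1622, 1493 and 908 markers. The non-peptidergic subtypes NP_Nts, NP_Mrgpra3 and NP_Mrgprd had 601, 352 and 626. The peptidergic subtypes PEP1_Dcn, PEP1_S100a11.Tagln2, PEP1_Slc7a3.Sstr2, PEP2_Htr3a.Sema5a and PEP3_Trpm8 had 658, 392, 598, 925 and 630. Of the alternatives, dropping the minimum share of cells with a UMI moved these 11 counts most, to 832 for PEP1_Slc7a3.Sstr2. Each of the 15 genes in the names of the 11 subtypes was a marker of its subtype and had its highest mean CPM there, with higher values than the other cells in 5 of 5 mice. Pvalb, on chromosome 15 of mm10, had 2773 ± 321 CPM in NF_Pvalb and 16.1 ± 8.27 in the other cells (SD, n = 5), a log2 fold change of 7.44 (standard error 0.33, adjusted p = 1.4e-10). Trpm8, on chromosome 1, had 44.0 ± 22.6 CPM in PEP3_Trpm8 and 0.183 ± 0.0760 elsewhere (SD, n = 5), a log2 fold change of 7.95 (standard error 0.36, adjusted p = 4.3e-10). A Trpm8 UMI was found in 53.6% of PEP3_Trpm8 cells, at a median of 30801 UMIs per cell, and in 0 of 249 satellite glia, at a median of 17729, which allows up to 1.20% of such cells to hold a UMI and does not limit the cells that express the gene below this depth. Calb1, on chromosome 4, had 208 ± 89.9 CPM in NF_Calb1 (SD, n = 5), a log2 fold change of 5.00 (standard error 0.33, adjusted p = 1.2e-08), but its second-highest type, PEP3_Trpm8, had 142. A Calb1 UMI was found in 57.2% of NF_Calb1 cells, with a median of 77900 UMIs per cell, in 65.5% of NF2_Ntrk2.Necab2 cells, with a median of 96531, and in 6.02% of satellite glia. The smallest log2 fold change of a name gene was 1.89 for Tagln2 on chromosome 1 (standard error 0.15, adjusted p = 3.6e-07), which endothelial cells also expressed at 845 CPM. Ntrk2 in NF2_Ntrk2.Necab2 had 756 CPM against 579 in satellite glia, and Dcn in PEP1_Dcn had 538 against 211 in satellite glia. Ntrk2 had a UMI in 100% of the cells of both types. Dcn had one in 68.1% of PEP1_Dcn cells (median 49516 UMIs per cell) but in 5.62% of satellite glia, so few glia carry its CPM. Under all 10 or 11 alternatives per gene the 15 log2 fold changes kept their direction and an adjusted p under 0.01.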

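Th neurons had 709 marker genes, satellite glia 1794 and endothelial cells 1798, by the same test across mice. The Th gene, on chromosome 7, had 747 ± 178 CPM in Th neurons and 8.32 ± 4.14 in the other cells (SD, n = 5), a log2 fold change of 6.50 (standard error 0.32, adjusted p = 8.7e-10 in edgeR). A Th UMI was also found in 64.4% of PEP1_Dcn cells (median 49516 UMIs per cell) and 45.2% of PEP3_Trpm8 cells (median 30801), against 2.01% of satellite glia (median 17729). The marker with the largest fold change was chosen for each type. In Th neurons it was Ceacam10, at 234 ± 150 CPM (SD, n = 5) and a log2 fold change of 10.30 (standard error 0.62). In satellite glia it was I730030J21Rik on chromosome 15, at 45.5 ± 7.82 CPM (SD, n = 5) and a log2 fold change of 9.80 (standard error 0.42). In endothelial cells it was Bmx on chromosome X, at 49.8 ± 20.2 CPM (SD, n = 5), with 0 of 223612154 UMIs in all other cells. Taking 3 UMIs over all other cells as the limit of that count, Bmx was at least 3715-fold higher in endothelial cells. Among the neuron subtypes with the largest values were Pnoc in PEP3_Trpm8, at a log2 fold change of 11.66 (standard error 0.50), and Sst in NP_Nts, at 10.06 (standard error 0.62). Satellite glia held 789 UMIs of Apoe per 10000 UMIs, and all neurons together 1.57.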

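For the leave-one-out deconvolution, the raw UMIs of all cells of a mouse were added to 1 synthesized bulk, and the reference was built from the cells of the other 4 mice. AdRoit was rewritten from the equations of the Methods, since its code was not used here. The genes were the top 200 per type by fold change with a Wilcoxon p under 0.01 that were picked for no more than 5 types, without mitochondrial genes, which left 1718 to 1728 genes per mouse. Means and variances came from negative binomial fits, and the gene weights, the gene-wise correction and the L2 term followed Eqs. (6) to (17). The paper's text does not give the strength of the L2 term, and 1 was used on the scale of numbers of cells. The estimates were compared with the counted proportions by mAD, RMSD, Pearson and Spearman correlation over the 14 types, and with the estimates of a plain non-negative least squares fit (NNLS) on the same genes. On synthesized bulks of 5 simulated mice with 600 cells each, the rewritten equations had a mean mAD of 0.00257 and plain NNLS one of 0.0123. The cells of all simulated mice were drawn from the same distribution per type, so these bulks hold no difference in expression between mice. They do not show the error to expect with real mice.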

We again performed the leave-one-out deconvolution on five synthesized bulk samples.

**Fig. 4:**
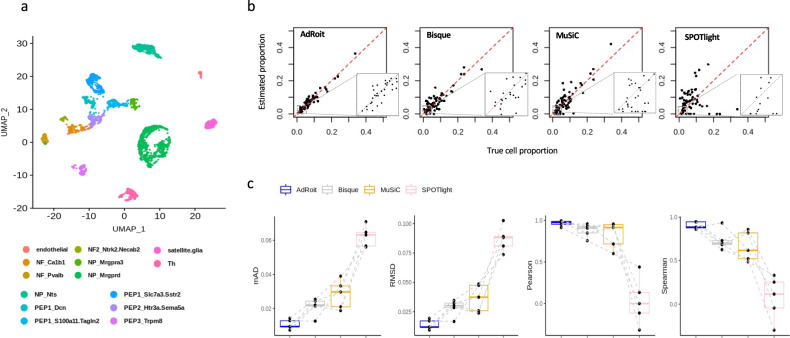
Benchmark on simulated bulk data generated using mouse dorsal root ganglion (DRG) cells containing closely related subtypes of neurons. **a** 14 cell types are identified from scRNA-Seq samples of 5 mice, including multiple subtypes of neurofilaments (NF), peptidergic (PEP), and non-peptidergic (NP) neurons. **b** Benchmarking with the synthetic data shows the cell type proportions inferred by AdRoit are more accurate. In particular, AdRoit remains a better accuracy when the cells are rare (e.g., <5%; see also the zoom-in inserts). Each dot represents a cell type from one sample. **c** For each sample, mAD, RMSD, Pearson, and Spearman correlations are compared across four methods. AdRoit has the lowest mAD and RMSD, and the highest Pearson and Spearman correlations. In addition, AdRoit’s estimation is the most stable across samples. Each boxplot was generated based on *n* = 5 distinct mice (one dot represents one animal). The bar of each boxplot indicates the 1.5× interquartile range. Same animals are chained by the dotted lines across the methods. The deconvolution was done by using the leave-one-out strategy.

AdRoit had highly accurate estimations on all cell subtypes across samples (Fig. 4b). 

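With the equations of the Methods, the mAD of the 5 mice was 0.0140 ± 0.00579 and the RMSD 0.0181 ± 0.00816, as fractions of the cells (SD, n = 5). The Pearson correlation over the 14 types was 0.939 ± 0.0745 and the Spearman correlation 0.866 ± 0.0931 (SD, n = 5), where the types of a mouse are not independent replicates. The mAD was 0.0115 in Sample1, 0.0147 in Sample2, 0.0229 in Sample3, 0.00711 in Sample4 and 0.0137 in Sample5. Averaged over mice, the estimate of each type lay within 0.895 percentage points of its true proportion, which was smaller than the SD of that difference between mice for each of the 14 types. The largest single difference was for PEP3_Trpm8 in Sample3, estimated at 12.4% with a true proportion of 5.91%. In the same mouse, PEP1_Slc7a3.Sstr2 was estimated at 12.9% with 6.96% of the cells, and PEP1_Dcn at 0.495% with 6.12%. Plain NNLS on the same genes had a mean mAD of 0.0471 ± 0.0237 (SD, n = 5). The mAD of the full equations was lower in 5 of 5 mice, by a mean difference of -0.0331 ± 0.0213 (SD; exact two-sided sign-flip test, p = 0.063, the smallest that 5 mice allow). Of the alternatives, leaving out the gene weights moved the mAD most and gave the value of plain NNLS to 3 digits, with a difference between the 2 fits of 1.26e-05. Without the gene-wise correction the mean mAD was 0.0131, and with an L2 strength of 0 it was 0.0141. The gain over plain NNLS thus remained when either term was left out.

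**Figure D2:**
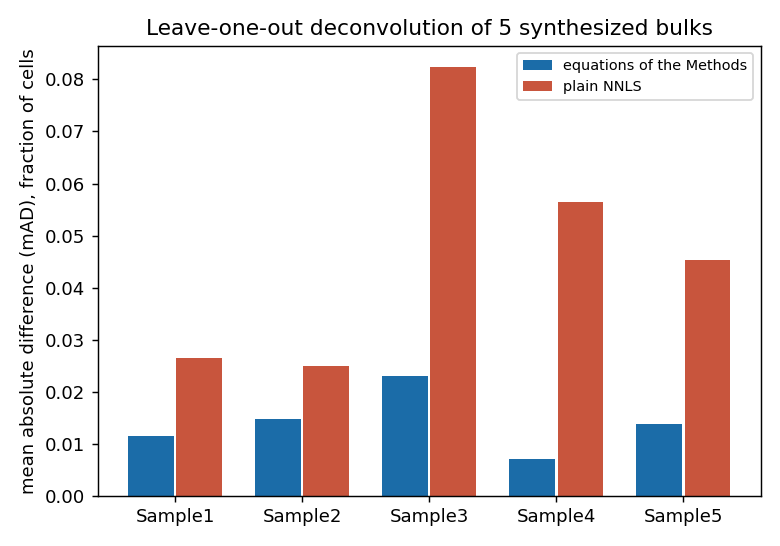
Mean absolute difference (mAD) between estimated and true cell type proportions, as a fraction of the cells (vertical axis), in each of the 5 synthesized bulks (horizontal axis), for the equations of the Methods and for plain NNLS on the same genes. The bars of the full equations lie between 0.00711 and 0.0229 and are the lower of the pair in each mouse.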

Worth noting, for the rare cell types that account for less than 5%, AdRoit still had a good estimation that is close to the true proportions and did not miss a cell type, showing that AdRoit is robust on rare cell types (Supplementary Fig. 5 and Supplementary Data 7). Conversely, Bisque, MuSiC, and SPOTlight were notably less accurate, especially for the cell types less than 5%, and all three missed multiple cell types including some large clusters accounting for ~10% of the cells (PEP1_*Slc7a3.Sstr2* cells of Sample5). 

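In 32 of the 70 pairs of type and mouse the true proportion was under 5%. The rewritten equations estimated these with a mean absolute difference of 0.882 percentage points, and plain NNLS with 3.52. No type was estimated at 0 by the rewritten equations in any mouse, whereas plain NNLS set 24 of the 70 estimates to 0. This count depended on the settings and the mice: 6 estimates were at 0 with the variability weight from the per-type sums, 2 with reference cells scaled to the same total of UMIs and 24 without gene weights. With a mouse left out as reference and as target, 2 estimates were at 0 without Sample2, 1 without Sample4, 3 without Sample5 and 0 without Sample1 or Sample3. With all mice, some estimates above 0 still lay under 0.005. Among them were PEP1_Dcn in Sample3 (0.495%, with 6.12% true) and NF2_Ntrk2.Necab2 in Sample1 (0.146%, with 1.83% true). The paper's published AdRoit estimates, compared with the proportions counted from the deposited annotation, also held no 0 among 70, and their lowest value was 0.45%. For types under 5%, the mAD of the published estimates was 0.00630 ± 0.00282 (SD, n = 5 mice), with a Pearson correlation of 0.756 ± 0.192. From the closeness of these estimates and the absence of missed types, the paper concludes that AdRoit is robust on rare cell types.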

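Compared with the proportions counted from the deposited annotation, the published estimates of Bisque, MuSiC and SPOTlight had mean mADs of 0.0212 ± 0.00507, 0.0283 ± 0.00845 and 0.0623 ± 0.00614 (SD, n = 5 mice). For types under 5% the means were 0.0173 ± 0.00559, 0.0192 ± 0.00520 and 0.0383 ± 0.00603 (SD, n = 5). AdRoit had the lower mAD for these types in 5 of 5 mice against each method (exact two-sided sign-flip test, p = 0.063, the smallest possible). Of 70 estimates, Bisque set 2 to 0, MuSiC 9 and SPOTlight 15. The largest true proportion among the estimates at 0 was 6.12% for Bisque (PEP1_Dcn in Sample3), 6.20% for MuSiC (PEP1_S100a11.Tagln2 in Sample5) and 23.7% for SPOTlight (NP_Mrgprd in Sample2). PEP1_Slc7a3.Sstr2 made up 10.4% of the cells of Sample5, and its published estimates there were 11.1% by Bisque, 7.69% by MuSiC and 8.46% by SPOTlight.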

We continued to examine how much the variability of the estimates was in each sample. We computed the same four metrics used previously to evaluate the performance on each of the five synthetic samples and compared them head-to-head among the algorithms. This fine comparison showed AdRoit notably outperformed on nearly every sample (Fig. 4c). Moreover, the performance metrics of AdRoit were highly consistent across samples with the lowest variability among all four methods.

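Each metric was recomputed per mouse from the published estimates and the counted proportions, and the 12 comparisons of AdRoit with another method were adjusted together by Benjamini-Hochberg. Against MuSiC and SPOTlight, AdRoit was better on all 4 metrics in 5 of 5 mice (exact two-sided sign-flip tests, p = 0.063 each, the smallest that 5 mice allow, and adjusted p = 0.0938). Against Bisque it was better on all 4 metrics in 4 of 5 mice, the exception being Sample2 (exact tests, p = 0.125, adjusted p = 0.125). The mean difference in mAD was -0.0105 ± 0.00622 to Bisque, -0.0177 ± 0.00594 to MuSiC and -0.0517 ± 0.00763 to SPOTlight (SD, n = 5). The mean difference in Pearson correlation was 0.0856 ± 0.06245, 0.137 ± 0.129 and 0.935 ± 0.313 in the same order (SD, n = 5). No comparison passes 0.05, which the exact sign-flip test cannot give with 5 mice. Restricting the comparison to types under 5% moved the difference in Pearson correlation to Bisque to 0.466 ± 0.477 (SD, n = 5), which is smaller than its spread. In the same types the Spearman correlation exceeded that of Bisque by 0.164 ± 0.618 (SD, n = 5; 4 of 5 mice; exact two-sided test, p = 0.5625).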

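Between mice, the SD of AdRoit's mAD was 0.00284, against 0.00507 for Bisque, 0.00614 for SPOTlight and 0.00845 for MuSiC. The SD of its RMSD was 0.00414, against 0.00699, 0.0108 and 0.0116 for the same methods. The Pearson correlation varied with an SD of 0.0325 for AdRoit, 0.0799 for Bisque, 0.160 for MuSiC and 0.283 for SPOTlight. The SD of the Spearman correlation was 0.0406 for AdRoit and between 0.118 and 0.236 for the others. AdRoit thus had the lowest SD on each of the 4 metrics over these 5 mice, without a test of the difference in spread, but the order in 3 of them depended on Sample2. Without Sample2, the SD of Bisque was the lowest in mAD (0.00186 against 0.00296 for AdRoit), RMSD (0.00268 against 0.00430) and Spearman correlation (0.0443 against 0.0455), and that of AdRoit in Pearson correlation (0.0366 against 0.0772). With any other single mouse left out, the SD of AdRoit was the lowest on all 4 metrics. Without Sample3, the SD of the Pearson correlation was 0.0185 for AdRoit and 0.0463 for Bisque, and without Sample5 that of SPOTlight's Spearman correlation was 0.150.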

### AdRoit consistently performs well on spatial transcriptomics data

Given the promising performance on complex tissues, we moved forward to test AdRoit’s applicability to spatial transcriptome data. Spatial transcriptomics data differs from bulk RNA-Seq data in that each spot only contains transcripts from a handful of cells (3–30)^12^. Some of the spots contain multiple cells of the same type, while others may have heterogeneous cell types at varying mixing percentages (e.g., spatial spots at the boundary of different cell types). As the spot is a pool of only a few cells, the variations across spatial spots are expected to be greater than the changes in bulk samples, imposing an additional challenge for deconvolution. 

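To simulate spots from the deposited counts, 10 cells of each chosen type were drawn without replacement from the cells of all 5 mice. Their raw UMIs were weighted by the mixing proportion of their type and added up, and each mixing scheme was repeated 100 times. The spots were deconvoluted with the equations of the Methods against a reference of all cells and 14 types, so the cells of a spot were also part of its reference. The 100 spots of a scheme share 1 pool of cells, so their spread describes resampling and not differences between mice, and no test was made on it. The published estimates were held here only in part, with 1998 of 2900 spots for AdRoit and for Stereoscope and 736 for Cell2location. Among them were no mixtures of the 5 PEP subtypes.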

We simulated a large number of spatial spots (2900 in total) by using sampled cells from the DRG single-cell data above (Methods), then compared AdRoit with Stereoscope, Cell2location, and SPOTlight over a range of simulation scenarios.

We first tested whether the methods could correctly infer a single cell type when the spots contain cells from that same type. For each of the 14 cell types from DRG, we sampled 10 cells and pooled them to form a spatial spot. We repeated the simulation 100 times for robust testing, then used the full set of 14 cell types as a reference to deconvolute the 1400 simulated spots. All methods except SPOTlight were able to identify the correct cell types with high accuracy on the target cell types (i.e., percentages close to 1) and comparably low estimated values (i.e., percentages close to 0) for other cell types excluded from the simulation (Supplementary Fig. 6 and Supplementary Data 8).

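In spots of a single cell type, the median estimate of that type ranged from 91.1% for PEP2_Htr3a.Sema5a to 99.7% for endothelial cells over the 14 types (100 spots each). The estimates of PEP2_Htr3a.Sema5a had an SD of 7.69 percentage points between its spots. Among the types left out of a spot, the largest median was 0.255%, for NF_Pvalb in spots of NF_Calb1. The largest mean of such a type was 3.91%, for PEP1_Slc7a3.Sstr2 in spots of PEP1_Dcn. Fitting plain NNLS in place of the full equations moved the lowest median most, to 75.6% in spots of PEP1_S100a11.Tagln2. With the cells of each type split so that spots and reference shared none, the lowest median was 82.2%. The paper's published medians for the same 14 types lie between 90.0 and 99.6% for AdRoit and between 91.98 and 100% for Stereoscope, and Stereoscope was closer to 100% in 13 of the 14 types. For Cell2location, the medians held here cover part of the types. They lie between 95.82% for PEP1_Dcn (36 spots) and 99.51% for endothelial cells. Each was closer to 100% than that of AdRoit, except for endothelial cells.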

We then proceeded to a more difficult scenario where we sampled cells from the 5 PEP neuron subtypes and mixed them. We created three simulation schemes for a comprehensive evaluation: (1) 5 PEP subtypes had the same percent of 0.2; (2) PEP1_*Dcn* was 0.1 and the other 4 were 0.225; (3) PEP1_*S100a11.Tagln2* and PEPE1_*Dcn* were 0.1, PEP2_*Htr3a.Sema5a* and PEP1_*Slc7a3.Sstr2* were 0.2, and PEP3_*Trpm8* was 0.4. Again, each simulation scheme was repeated 100 times. Under each scheme, the estimates by AdRoit consistently centered around the true proportions while the predictions of irrelevant cell types remained close to 0 (Fig. 5a and Supplementary Data 8). In comparison, Cell2location systematically overestimated the PEP1_*Slc7a3.Sstr2* by about 2.5%. 

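With 5 PEP subtypes at 20% each, the medians of the estimates over 100 spots lay between 19.1% for PEP1_S100a11.Tagln2 and 20.5% for PEP1_Dcn. With PEP1_Dcn at 10% its median was 10.1%, and those of the other 4 subtypes, at 22.5%, lay between 21.3 and 22.5%. In the third scheme PEP3_Trpm8, at 40%, had a median of 38.8%, the 2 subtypes at 20% had medians of 19.6 and 19.3%, and the 2 at 10% had 10.4 and 9.96%. The largest difference between a median and the true proportion was 1.19 percentage points, for PEP3_Trpm8 at 22.5%. Over the 15 medians, 11 were below the true proportion. The largest median of a type absent from the spots was 0.0644%, for endothelial cells in the even mixture. Scaling every reference cell to the same total of UMIs moved the largest difference most, to 17.4 percentage points.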

Stereoscope more notably overestimated PEP2_*Htr3a.Sema5a* and underestimated the PEP3_*Trpm8*. SPLOTlight had high noise for some cell types (e.g., endothelial and satellite glia) and generally deviated from the truth for multiple cell types under all simulation schemes.

**Fig. 5:**
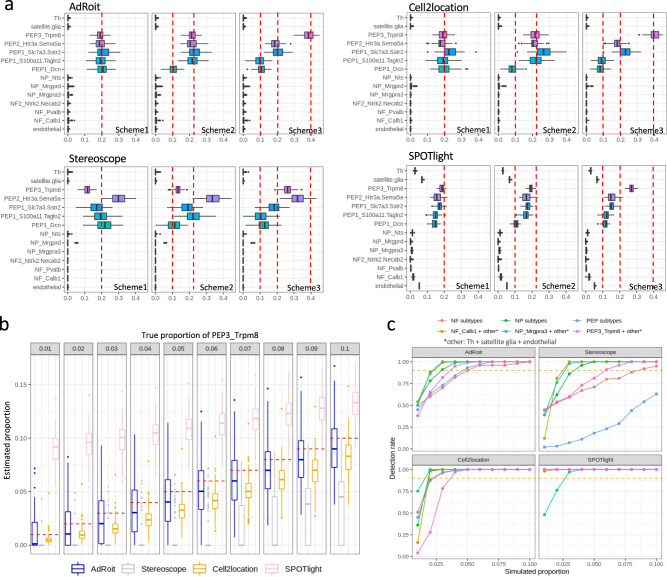
AdRoit shows a good accuracy and sensitivity in deconvoluting spatial spots simulated from dorsal root ganglion cells. **a** Estimations from AdRoit, Cell2location, Stereoscope, and SPOTlight on simulated spatial spots that contain 5 PEP neuron subtypes. True mixing proportions are denoted by the red dashed lines. Three schemes are presented: (1) the proportions of 5 PEP cell types are the same and equal to 0.2; 2) PEP1_*Dcn* is 0.1 and the other 4 are 0.225; 3) PEP1_*Dcn* and PEP1_*S100a11.Tagln2* are 0.1, PEP1_*Slc7a3.Sstr2* and PEP2_*Htr3a.Sema5a* 0.2 are 0.2, and PEP3_*Trpm8* is 0.4. The boxplots were derived from *n* = 100 independent simulations. **b** The performance of AdRoit, Cell2location, Stereoscope, and SPOTlight in estimating rare cell populations in the spatial spots. The spots contain a mixture of three PEP cell subtypes (i.e., PEP1_*Slc7a3.Sstr2*, PEP2_*Htr3a.Sema5a*, and PEP3_*Trpm8*), with the percent of PEP3_*Trpm8* ranging from 1 to 10% and the other two cell types sharing the remaining proportion equally. The boxplots were drawn upon *n* = 100 independent simulations. **c** Compare the rate of detecting rare cells in simulated spots. An inferred percent greater than 0.5% is deemed as a positive detection. Six sets of cell mixtures are employed: NF_*Calb1* with NF_*Pvalb* and NF2_*Ntrk2.Necab2* (NF subtypes), NP_*Mrgpra3* with NP_*Mrgprd* and NP_*Nts* (NP subtypes), PEP3_*Trpm8* with PEP1_*Slc7a3.Sstr2* and PEP2_*Htr3a.Sema5a* (PEP subtypes), NF_*Calb1* with Th, satellite glia and endothelial (NF_*Calb1* + others), NP_*Mrgpra3* with Th, satellite glia and endothelial (NP_*Mrgpra3* + others), and PEP_*Trpm8* with Th, satellite glia and endothelial (PEP_*Trpm8* + others). In each set, the first cell type listed is the target of detection and varies its percent from 1 to 10%. The rest cell types split the remaining proportion evenly. The red dashed lines mark the detection rate of 90%. The rates were computed based on *n* = 100 independent simulations. Bars in the boxplots mark the 1.5× interquartile ranges.

We expanded the simulated spatial spots to the mixture of 3 NP cell subtypes and the mixture of 3 NF subtypes. In addition, we blended either NP_*Mrgpra3* cells, NF_*Calb1* cells, or PEP3_*Trpm8* cells with three other cell types (i.e., Th, satellite glia, and endothelial). For all these simulated spatial spots, AdRoit’s estimates consistently centered around the true proportions, whereas the other methods deviated by different degrees in most of the simulated schemes (Supplementary Fig. 7 and Supplementary Data 8). 

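The NP and NF mixtures and the mixtures with Th, satellite glia and endothelial cells made 16 schemes with 58 medians. Both the first types named in the text and those named in the legend of Supplementary Fig. 7 were simulated. The largest difference between a median and the true proportion was 1.52 percentage points, for NF_Calb1 at 25%. The mean absolute difference over the 58 medians was 0.562 points, and 51 of them were below the true proportion. The largest median of an absent type was 0.0715%, for Th in an NP mixture. Where the reference cells were scaled to the same total of UMIs, the largest difference rose to 25.9 points, for NF2_Ntrk2.Necab2 at 25%. Of the 18 medians of NP and NF mixtures in the paper's published estimates used here, 17 were closer to the true proportion by AdRoit than by Stereoscope. The exception was NP_Mrgpra3 at 10% in the mixture with 45 and 45%, at 9.43% by AdRoit and 10.2% by Stereoscope. The mean absolute difference over these 18 medians was 0.642 points for AdRoit and 7.67 for Stereoscope.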

We speculate one important reason for the underperformance of some methods such as Stereoscope is that they normalize the total UMI counts to the same value for all cells. However, in real world, different cell types are unlikely to have the same amount of RNA transcripts (e.g., immune cells have about 10 fold fewer total UMIs than the neurons). 

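In each of the 5 mice, neurons held more UMIs per cell than satellite glia. The median for neurons was 82821 in Sample1, 80600 in Sample2, 63276 in Sample3, 61290 in Sample4 and 57409 in Sample5. The median for satellite glia was 20118, 21150, 17407, 16511 and 15526 in the same order. The ratio was 3.79 as a geometric mean, a log2 ratio of 1.92 ± 0.07 (SD, n = 5 mice; higher in 5 of 5; exact two-sided sign-flip test, p = 0.063, the smallest possible). Taking means in place of medians moved it most, to a ratio of 4.13. Between types, the median per mouse ranged from 16684 ± 2244 UMIs in endothelial cells and 18142 ± 2398 in satellite glia to 31714 ± 3824 in PEP3_Trpm8 and 114036 ± 19336 in NP_Mrgprd (SD, n = 5). Satellite glia lay close to the lowest number of UMIs of a cell in their library, with a median of 1.24 times that number over all libraries, so cells with fewer UMIs that a minimum would remove are not counted in these medians.

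**Figure D3:**
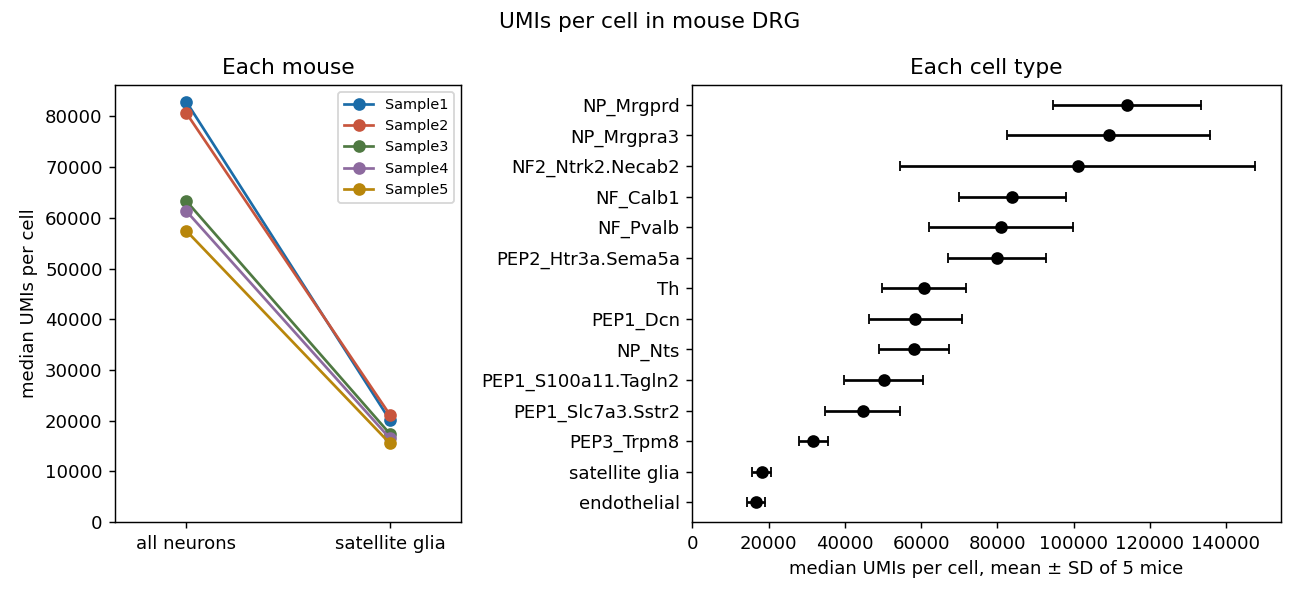
Median UMIs per cell for all neurons and satellite glia in each mouse (left, 1 line per mouse) and for each of the 14 cell types as the mean of the 5 mouse medians with its SD (right). Neurons lie above satellite glia in all 5 mice, and the means of the types run from 16684 to 114036 UMIs.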

Our simulation pooled the cells by adding up the raw UMI counts per gene, which we believe best mimics the real data. 

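The part of the scale in these estimates was measured by scaling every reference cell to the same total of UMIs and keeping raw UMIs in the mixtures. In the spots of 5 PEP subtypes, the mean absolute difference between median and true proportion was 0.581 percentage points with raw UMIs and 6.70 with the scaled reference. In the other mixtures the values were 0.562 and 12.2 points. The cells of these spots were also part of the reference. With separate cells for spots and reference and raw UMIs, the mean absolute difference was 3.11 points for PEP subtypes and 1.81 for the other mixtures. In the leave-one-out deconvolution the scaled reference gave a mean mAD of 0.0364 over the 5 mice. PEP3_Trpm8, the neurons with the fewest UMIs per cell, were then estimated at 22.6% where they made up 40% of a spot. The paper proposes, as a speculation, that an important reason why some methods such as Stereoscope underperform is such a normalization. With NP subtypes in even shares, the scaled reference gave NP_Mrgpra3, NP_Mrgprd and NP_Nts medians of 36.0, 43.8 and 18.6%. Stereoscope's published medians there were 35.8, 42.3 and 21.2%. In each NP and NF mixture, both moved every type in the same direction from its true proportion. Stereoscope itself was not run here, so other reasons stay open.

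**Figure D4:**
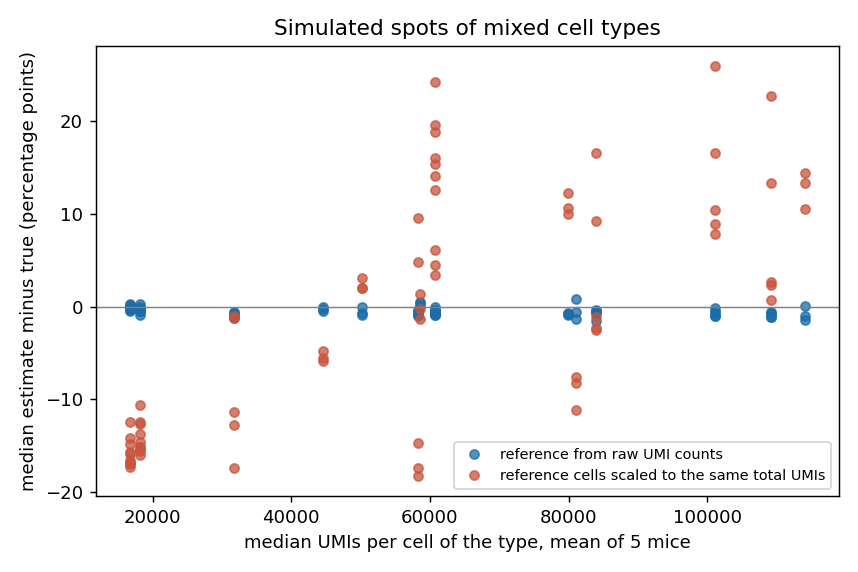
Median estimate minus true proportion in percentage points (vertical axis) against the median UMIs per cell of the type (horizontal axis), for each type and scheme of the mixed spots, with a reference from raw UMIs and with reference cells scaled to the same total. With raw UMIs the points lie within 1.52 points of 0, and with the scaled reference they spread to 25.9 points.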

Normalizing the data by total UMI not only eliminates this factual difference between cell types but may distort the data from the assumed negative binomial distribution. AdRoit avoids this problem by model the raw UMI counts.

Next, we asked how sensitive the methods are in detecting rare cell populations. We simulated mixtures of 3 PEP subtypes (i.e., PEP1_*Slc7a3.Sstr2*, PEP2_*Htr3a.Sema5a*, and PEP3_*Trpm8*) wherein the percentage of PEP3_*Trpm8* cells varied from 0.01 to 0.1 by 0.01, and the other two cell types sharing the remaining percentage equally (Methods). At each given mixing ratio, the simulation was repeated 100 times. We then checked how accurately the concentration of PEP3_*Trpm8* cells was estimated. 

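In spots of PEP1_Slc7a3.Sstr2, PEP2_Htr3a.Sema5a and a rare share of PEP3_Trpm8, the median estimate of PEP3_Trpm8 over 100 spots was 0% at a true 1%, 1.79% at 3%, 2.37% at 5%, 4.42% at 6% and 7.85% at 10%. The quartiles at 5% were 0.0170 and 5.08%. The paper's own estimates of this set were not used here.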

The medians of AdRoit’s estimates were closest to the true proportions (Fig. 5b, red dashed lines) among all four methods, followed by Cell2location. Stereoscope’s estimates were systematically lower than the true values and failed to detect the PEP3_*Trpm8* cells when the simulated proportion was below 0.06. On the other hand, SPOTlight constantly overestimated the presence of PEP3_*Trpm8* cells. The median of its predictions remained around 9% even when the true population was at 1%. Such observations are consistent with the frequent false positives made by SPOTlight when deconvoluting the simulated bulk samples (Fig. 3b). This comparison implied AdRoit is more advantageous in detecting low percent cells. For a complete evaluation, we replicated the comparison using five additional sets of cell mixtures: NF_*Calb1* with NF_*Pvalb* and NF2_*Ntrk2.Necab2* (NF subtypes); NP_*Mrgpra3* with NP_*Mrgprd* and NP_*Nts* (NP subtypes); NF_*Calb1* with Th, satellite glia and endothelial (NF_*Calb1* + others); NP_*Mrgpra3* with Th, satellite glia and endothelial (NP_*Mrgpra3* + others); and PEP_*Trpm8* with Th, satellite glia and endothelial (PEP_*Trpm8* + others). In each set, the first cell type mentioned was considered rare with its percent varied from 0.01 to 0.1. The rest cell types shared the remaining proportion evenly. At each given percent of the rare cell type, we computed how many times out of 100 the rare cell component was detected (estimation > 0.005). 

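A rare type was counted as detected in a spot where its estimate was above 0.005, out of 100 spots per set and proportion. Spots without the rare type were added to count how often the equations find it where it is absent. In these, NF_Calb1 was detected in 41% of the spots of NF subtypes (exact Clopper-Pearson 95% interval 31.3 to 51.3%, for resampling only), NP_Mrgpra3 in 27% of those of NP subtypes and PEP3_Trpm8 in 26% of those of PEP subtypes. Among Th, satellite glia and endothelial cells, the rates without the rare type were 4% for NF_Calb1, 2% for NP_Mrgpra3 and 31% for PEP3_Trpm8. At a true proportion of 1%, the rates were 55% (44.7 to 65.0%) for NF subtypes, 46% for NP subtypes and 31% for PEP subtypes. In the sets with other cell types they were 70, 48 and 41% in the same order of rare types. For PEP3_Trpm8 in both sets, the rate at 1% lay within the interval of the rate at 0% (17.7 to 35.7% with PEP subtypes and 22.1 to 41.0% with other cell types), but this depended on the draw of the spots. With another seed, the rates at 0 and 1% were 24 and 38% with PEP subtypes and 27 and 46% with other cell types, and both rates at 1% lay above the intervals at 0% (16.0 to 33.6% and 18.6 to 36.8%). With separate cells for spots and reference, the rates were 40 and 42% with PEP subtypes and 18 and 53% with other cell types. For NF subtypes the rise from 0 to 1% also depended on the setting. Their rates were 36 and 45% with another seed and 58 and 58% with separate cells. Among the alternatives, plain NNLS moved a rate at 1% by the most percentage points, from 70 to 18% for NF_Calb1 with other types at 1%. The paper's published estimates give AdRoit 54% for NP subtypes and 50% for NF subtypes at 1%.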

AdRoit had systematically high detection rates especially when the percent is below 3% (Fig. 5c and Supplementary Data 9). Note that the apparent high detection rates in SPOTlight were merely the result of its high false-positive estimates (Figs. 3b and 5b). The detection sensitivity of Cell2location was comparable to that of AdRoit. Notably, given a rare cell population of 5%, both AdRoit and Cell2location achieved a detection rate >90% under all simulation schemes, making them powerful tools to uncover rare cells.

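At a true proportion of 5%, the rare type was detected in 100 of 100 spots for NF_Calb1 and for NP_Mrgpra3 with other cell types, and in 99 for PEP3_Trpm8 with other cell types. Within classes, the rate was 99% for NP subtypes (95% interval 94.6 to 100%), 83% for NF subtypes (74.2 to 89.8%) and 65% for PEP subtypes (54.8 to 74.3%). The rate stayed at 90% or more from a true proportion of 2% for NF_Calb1 and NP_Mrgpra3 with other cell types, 3% for NP subtypes, 5% for PEP3_Trpm8 with other cell types, and 7% for NF and PEP subtypes. For PEP subtypes the rate at 4% was 79%, above that at 5%, and with another seed the rate at 5% was 85%. At 10% the rates were 98% for PEP subtypes and 100% in the other 5 sets. From its rates at 5% the paper concludes that AdRoit and Cell2location are powerful tools to uncover rare cells.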

### Application to real bulk RNA-Seq data of human pancreatic islets

Though using synthetic bulk data based on the mixing of single cells is a useful benchmarking strategy, the bulk and single-cell RNA-Seq often use distinct RNA library preparations and sequencing protocols. The capability of a method to deconvolute real bulk samples shall be addressed to ensure it is useful in real-world applications. We acquired 70 real human pancreatic islets bulk samples from published studies^41,43,44^ (Supplementary Data 10) and used single-cell data of the same tissue^41^ as the reference to infer the percentages of four endocrine cell types (i.e., Alpha, Beta, Delta, PP). The 70 bulk samples were collected from 39 distinct donors, including 26 healthy donors, and 13 donors with type 2 diabetes (T2D). Each donor contributed 1–5 bulk RNA sample repeats.

Replicates from the same donor are expected to have similar compositions and thus were used to assess the reproducibility of the estimates from AdRoit. For all cell types, AdRoit had consistent estimates for the same donors (Fig. 6a and Supplementary Data 11). The average standard deviations did not exceed 1% for all four cell types (i.e., Alpha: 0.010; Beta: 0.008; Delta: 0.004; PP: 0.002). To seek an independent validation, we obtained cell sorting results by RNA-FISH for 4 of the 39 donors^41^ (Supplementary Data 11). The estimated cell proportions in the four samples agreed well with the percentages measured by RNA-FISH (Fig. 6b). The consistency held for both major cells (Alpha and Beta) and the minor cells (Delta and PP). The observed reproducibility and the success of the independent validation showed AdRoit is reliable in deconvoluting real bulk RNA-Seq data.

**Fig. 6:**
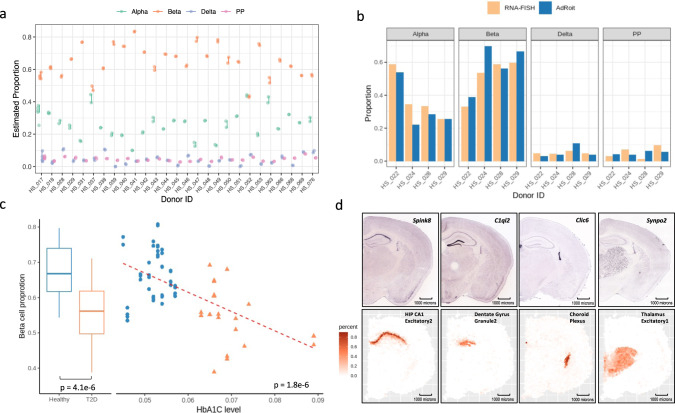
Applications to real bulk RNA-Seq data and mouse brain spatial transcriptome data. **a** The deconvoluted cell compositions in the real bulk RNA-Seq data of human Islets are highly reproducible for the repeated samples from the same donor. **b** AdRoit estimation of the cell type proportions agrees with the RNA-FISH measurements. **c** AdRoit-inferred Beta-cell proportions in type 2 diabetes patients (*n* = 13 distinct subjects) are significantly lower than those in healthy subjects (*n* = 26 distinct subjects). Bars in the boxplots represent the 1.5× interquartile ranges. In addition, the estimated proportions have a significant negative linear association with the HbA1C levels (*n* = 36 distinct donors with valid HbA1C measurements). All statistical metrics were derived based on. **d** The spatial mapping of four mouse brain cell types is consistent with the locations of four region-specific markers shown on the ISH images obtained from Allen mouse brain atlas^40^. The four genes, *Spink8*, *C1ql2*, *Clic6*, and *Synpo2*, were identified by Zeisel et al.^32^ as markers of the hippocampal field CA1, dentate gyrus, choroid plexus, and thalamus, respectively.

We then asked if AdRoit can detect known biological differences between healthy and T2D donors. Loss of functional insulin-producing Beta cells is a prominent characteristic of T2D^45–47^, typically reflected by an elevated level of hemoglobin A1c (HbA1c)^48,49^. Among the healthy donors, most Beta-cell proportions estimated by AdRoit ranged from 50 to 75% (Fig. 6c), agreeing with the known percent range of Beta cells in human islets tissue^50,51^. A significant decrease in the estimated Beta-cell proportions was seen in T2D patients (*p* value = 4.1e − 6 by two-sided t-test). Further, a linear regression of estimated Beta-cell proportions on HbA1c levels showed a statistically significant negative association (*p* value = 1.8e − 6 by two-sided t-test on the regression coefficient) showing that AdRoit adequately reflected the cell composition difference between healthy donors and T2D patients.

### Application to mouse brain spatial transcriptomics

We lastly demonstrated an application to the real spatial transcriptomics data. Given that the molecular architecture of brain tissues has been well studied, for this evaluation, we chose a set of mouse brain spatial transcriptomics data generated by 10x genomics, containing 2703 spatial spots. The consolidated version of the aforementioned mouse brain single-cell atlas^32^ was used as the reference for deconvolution (“Methods”).

The cell contents inferred by AdRoit per spot appear to accurately match the expected cell types at that location (Supplementary Fig. 8 and Supplementary Data 12). For example, the three subtypes of cortex excitatory neurons each occupied a sub-area in the cerebral cortex region. As another example, the shape of the hippocampal region was delineated by the estimated percentages of dentate gyrus granule/excitatory neurons. As an independent validation, we checked the consistency between the estimated cell types with the in-situ hybridization (ISH) images from Allen mouse brain atlas^40^. We chose four genes highly expressed in 4 brain regions respectively, i.e., *Spink8* for the hippocampal field CA1; *C1ql2* for the dentate gyrus; *Clic6* for the choroid plexus; and *Synpo2* for the thalamus^32^. The spots enriched with the four indicative cell types, hippocampal CA1 excitatory neuron type 2, dentate gyrus granule neuron type 2, choroid plexus cell, and thalamus excitatory neuron type 1, as mapped by AdRoit, precisely co-localized with the regions that showed a strong signal of the 4 marker genes on the ISH images respectively (Fig. 6d). This agreement confirmed that the spatial mapping of cell types by AdRoit is reliable.

### Computational efficiency

Besides the accuracy and robustness, another major advantage of AdRoit is its magnitude higher computational efficiency. AdRoit uses a two-step procedure to do the inference. The first step prepares the reference using the single-cell data where the per-gene means and dispersions are estimated, and cell-type specificity is subsequently computed. The built reference can be saved and reused. We tested the running time on the reference construction using the mouse brain single-cell dataset discussed earlier that contains ~15,000 cells. It took about 4.5 min on a CPU that has 24 cores (23 used for parallel computing). The second step inputs the built reference and the compound RNA-Seq data and does the estimation. Deconvoluting ~2700 RNA-Seq samples of mixed cell populations took around 5 min. Therefore, AdRoit in total took less than 10 min and ~3 Gb memory usage on a regular CPU. As a comparison, MuSiC and Bisque took about 1 h and 30 min on the same data using the same CPU setup. SPOTlight took about 2 h with the default parameters (cl_*n* = 100, hvg = 3000, ntop = 200, transf = “uv”, method = “nsNMF”, min_cont = 0). Stereoscope ran about 24 hours continuously with the published parameter setting (-scb 256 -sce 75000 -topn_genes 5000 -ste 75000 -lr 0.01 -stb 100 -scb 100) on a powerful V100 GPU with 80 cores and 16G memory. The efficiency of Cell2location was comparable to Stereoscope, taking about 18 h on the V100 GPU (posterior n_sample = 1000, n_iteration = 10000, selection_specificity = 0.45). These methods can be prohibitive when seeking a quick turnaround.

## Discussion

In this work, we have demonstrated that AdRoit is capable of deconvoluting the cell compositions from the compound RNA-Seq data with a leading accuracy, measured by the consistency between the true and predicted cell proportions. Its advantage over the existing state-of-the-art methods was verified over a wide range of use cases. In particular, AdRoit excelled in complex tissues composed of more than ten different cell types with a wide range of cell proportions (e.g., trabecular meshwork, mouse brain, and dorsal root ganglion). In these cases, AdRoit consistently performed better than the comparators on deconvoluting bulk RNA-Seq data. AdRoit is also more accurate and sensitive than tools specifically designed for deconvoluting spatial transcriptomics spots, especially in detecting low percent rare cells. Previous benchmarking often assumed the types of cells in the synthetic bulk data are not more or less than the cell types collected in the reference, and thus the only unknown was the proportion of each cell type. This assumption may not hold. Missing existing cell types or false predictions of non-existing ones can hinder the utility of an algorithm. Thus, besides the overall accuracy, we also examined the sensitivity and specificity of the algorithms. We observed a superior sensitivity and specificity in AdRoit, an important leverage for its usage in practice.

The reference single-cell data used by AdRoit came from different platforms, such as the 10x Genomics Chromium Instrument (the mouse dorsal root ganglion), and the Fluidigm C1 system (the human pancreatic islets data). AdRoit consistently exhibited excellent performance across all benchmarking datasets independent of their single-cell sequencing technology platforms. More importantly, this statement holds not only for deconvoluting the synthesized bulk data, but also for the real bulk RNA-Seq data. The latter typically does not apply the unique molecular barcoding and requires a different cDNA amplification procedure from what is used in the single-cell RNA-Seq (“Methods”). Moreover, the sequencing depth, read mapping and gene expression quantification are dissimilar as well. The fact that AdRoit accurately dissected the cell compositions in the real bulk samples based on the single-cell reference data further supports its cross-platform applicability.

We attribute the power of AdRoit to its comprehensive modeling of relevant factors. Firstly, the impact of platform difference on genes may be different and not linearly scaled. Correcting such differences entails adjustments specifically tailored to each gene. AdRoit uses an adaptive learning approach to estimate such gene-wise correcting factors and does the correction in a unified model. In addition, the contribution of a gene in a cell type to the loss function is jointly weighted by its specificity and variability, where specificity and variability are defined in a way accounting for the overdispersion property of counts data. Our observations over the multiple benchmarking data sets also show that the coexistence of similar cell types may have induced a collinearity condition that negatively impacted the regression-based methods developed by others. Being able to alleviate this problem gives AdRoit an edge. All these factors help AdRoit to distinguish similar cell clusters while remaining sensitive enough to separate rare cell types.

Technically, the input profiles of individual cell types to AdRoit need not come from the single-cell RNA-Seq. Bulk RNA-Seq profiles of individual isolated cell types can be used as well. Nevertheless, using single-cell RNA-Seq data as the reference has a few key advantages. It is a high throughput approach wherein multiple cell types can be interrogated simultaneously. Prior knowledge of the cell types in presence, as well as their specific gene markers are not required, which allows novel cell types to be identified. Although detection of lowly expressed genes has been a challenge for the single-cell RNA-Seq, great enhancements have been demonstrated. For example, the number of detectable genes currently can reach an order of 10,000 per cell and keeps improving^52^. As AdRoit focuses on the informative genes whose expressions are generally high, the detection limit of the single-cell RNA-Seq does not impose a noticeable drawback. Indeed, given the single-cell reference profiles, AdRoit successfully deconvoluted the real bulk RNA-Seq data and spatial transcriptomics data. The results suggest that, besides enriching our understanding of the bulk transcriptome data, AdRoit can leverage the usage of the vast amount and continuously growing single-cell data as well.

AdRoit is a reference-based deconvolution algorithm. A comprehensive collection of the possible cell components is important. However, completeness may not always be guaranteed. Even with the single-cell acquisition that is independent of prior knowledge, rare and/or fragile cell types may not survive through the capture procedure and hence are excluded. It is also difficult to generate a solid reference profile for cells that are versatile from sample to sample (e.g., tumor cells). Currently AdRoit deals implicitly with the components unknown to the reference. If an unknown cell type reassembles one of the referenced ones, it may be considered as part of the known cell type and their joint population is predicted. Such an outcome is acceptable as treating two similar cell types as one is still biologically meaningful although the resolution of the system may be compromised. If the unknown component is dissimilar to all the known ones, it will be ignored by AdRoit because its representative markers are unlikely among the top-weighted genes associated with the known components. At the same time, the distinct component is expected to have a unique gene expression pattern and thus unlikely to interfere with the gene expressions from the known cell types. Therefore, AdRoit essentially deconvolutes the relative populations among the known cell components. For example, AdRoit was able to correctly uncover the populations of four endocrine cell types from the human islet bulk data despite the absence of many other cell types such as macrophages, Schwann cells, and endothelial cells in the input single-cell reference^20^. Although under such a circumstance, the absolute percentages of the cells remain obscure, we expect their relative proportions can be studied and valuable. A future improvement is to explicitly model the unknown cell types and estimate their percentages upon the signals in the compound data that cannot be explained by the contribution from the known components. AdRoit may also be coupled with other programs to output the deconvoluted cell type-specific transcriptome profiles. The inferred cell type proportions by AdRoit can serve as the input to the downstream program and benefit the outcome with the reliability and accuracy demonstrated in this work.

## Methods

### Gene selection

AdRoit selects genes that provide information about cell type identity, excluding non-informative genes that potentially introduce noise. There are two ways for selecting such genes: (1) union of the genes whose expression is enriched in one or more cell types in the single-cell UMI count matrix. These genes are referred to as marker genes; (2) union of the genes that vary the most across all the cells in the single-cell UMI count matrix, referred to as the highly variable genes. For example, marker genes can be defined as the union of the top 200 perturbed genes that pass a *p*-value cutoff of 0.01, ranked by fold change, from each cell type in comparison to the rest. Considering some genes may be enriched in more than one cell type, we selected markers presenting in no more than 5 cell types to ensure specificity.

AdRoit also offers the option to use highly variable genes. To avoid the selected highly variable genes being dominated by large cell clusters, AdRoit first balances the cell types in the single-cell UMI count matrix by finding the median size (i.e., the number of cells) of all clusters, then samples cells from each cluster to make its size equal to the median. Next, AdRoit computes the variance of each gene across all the cells in the balanced single-cell UMI matrix. The variance-stabilizing transformation (VST)^53^ is applied to normalize the data prior to the variance calculation. Genes with the top largest variances are then selected.

In both ways, mitochondria genes are excluded as their expression does not have information of cell identity. The results shown in the current paper were based on the marker genes derived as described above. We also demonstrated that using the balanced highly variable genes yielded comparably accurate estimations (Supplementary Fig. 9).

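With the top 2000 balanced highly variable genes in place of the marker genes, the leave-one-out deconvolution of the 5 DRG mice had a mean mAD of 0.0101 ± 0.00246 (SD, n = 5). It was lower than the mAD with marker genes in 5 of 5 mice. The estimates of a mouse from the 2 gene sets differed by at most 0.824 percentage points in Sample1, 1.90 in Sample2, 3.19 in Sample3, 1.28 in Sample4 and 1.11 in Sample5. The mean of these largest differences was 1.66 ± 0.940 points (SD, n = 5), and with 1000 highly variable genes it was 2.69. Across the 14 types of a mouse, the estimates from the 2 gene sets had a Pearson correlation between 0.961 and 0.998.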

### Estimate gene-wise mean and variance per cell type

Modeling single-cell RNA-Seq data is challenging due to cell heterogeneity, technical sensitivity, and noise. Some genes may not be detected by chance, while others may be found to be highly dispersed. These factors can lead to excessive variability even within the same cell type. AdRoit combats high noise and computational complexity by building models with estimated mean and dispersion per gene per cell type. This strategy reduces the data complexity while preserves the cell type-specific information.

Although typical analyses of RNA-Seq data start with normalization, AdRoit does not do normalization before the mean estimation. Performing a normalization across all cell types forces every cell type to have the same amount of RNA transcripts, measured by the total unique molecular identifier (UMI) counts per cell. However, different cell types can have dramatically different amounts of transcripts. For example, the amount of RNA transcripts in neuronal cells is about 5 times higher than that in glial cells. Thus, normalization can falsely alter the relative abundance of cell types, misleading the estimation of cell type percentages. To avoid this problem, AdRoit models the means using the raw UMI counts.

Studies have shown that UMI counts follow a negative binomial distribution^54,55^. We, therefore, fit negative binomial distributions to genes of each cell type and build the model based on the estimated means and dispersions from the selected genes. More specifically, let *X*_*ik*_ be the set of single-cell UMI counts of gene *i* ∈ *1*, .., *I* for all cells in cell type *k* ∈ *1*, …, *K. I* is the number of selected genes, and *K* denotes the number of cell types in the single-cell count matrix. The distribution of *X*_*ik*_ follows a negative binomial distribution,

1 $${X}_{ik}\sim {{NB}}({\lambda }_{ik},{p}_{ik}),$$

where *λ*_*ik*_ is the dispersion parameter of the gene *i* in cell type *k*, and *p*_*ik*_ is the success probability, i.e., the probability of one observed UMI belonging to gene *i* in cell type *k*. The two parameters are estimated by MLE. The likelihood function is

2 $${{LH}}({\lambda }_{ik},{p}_{ik}|{X}_{ik})=\mathop{\prod }\limits_{i=1}^{{n}_{k}}f({X}_{ik}|{\lambda }_{ik},{p}_{ik}),$$

where *n*_*k*_ is the number of cells in cell type *k*, and *f* is the probability mass function of the negative binomial distribution. The MLE estimates are then given by

3 $$(\widehat{{\lambda }_{ik}},\widehat{{p}_{ik}})={arg \max}_{\lambda_{ik},p_{ik}}LH(\lambda _{ik},p_{ik}|X_{ik})$$

Once the success probability and the dispersion are estimated, the mean and the variance of the negative binomial distribution can be computed numerically,

4 $${\mu }_{ik}=\frac{\widehat{{\lambda }_{ik}}\cdot \widehat{{p}_{ik}}}{1-\widehat{{p}_{ik}}},$$

5 $${\sigma }_{ik}^{2}=\frac{\widehat{{\lambda }_{ik}}\cdot \widehat{{p}_{ik}}}{{(1-\widehat{{p}_{ik}})}^{2}}.$$

Model fitting using MLE has been readily coded in many R packages. We choose the ‘fitdist’ function from the ‘fitdistrplus’ package^56^ for its fast computation speed and flexibility in selecting distributions. The mean and variance estimations are done for each selected gene in each cell type, resulting in a *I* × *K* matrix each.

### Cell type specificity of genes

Genes with a cell-type-specific expression pattern better distinguish cell types, thus are more important for resolving cell-type composition. In line with this property, AdRoit weighs more the genes with a higher cell-type specificity. Highly specific genes usually have consistently high expression and thus relatively low variance among cells within a cell type. To compute the cell type specificity of a gene, we first identify the cell type in which the gene has the highest expression (i.e., most expressed cell type), then defines the specificity of this gene as the mean-to-variance ratio within that cell type. A high ratio renders a high weight to the gene in the model. Here the mean and the variance refer to the estimated values from the negative binomial model (*μ*_*ik*_ and $${\sigma }_{ik}^{2}$$ in Eqs. (4) and (5)). Let *k*′ be the index of the cell type that has the highest mean expression of gene *i*,

6 $$k^{\prime} ={{{\mbox{arg}}}}\,{\max}_{k}\{\mu _{ik}|k{\epsilon }1\ldots K\},$$

then the weight of the cell type specificity for gene *i*, denoted $${w}_{i}^{S}$$, is given by,

7 $${w}_{i}^{S}=\frac{{\mu }_{ik^{\prime} }}{{\sigma }_{ik^{\prime} }^{2}},$$

and it is computed for each gene in the set of selected genes.

### Cross-sample gene variability

The variability of a gene contrasts with how stable a gene is across samples. The idea of weighting genes based on their variability across samples is first explored by Wang et al.^22^, wherein the variability was defined as the cross-sample variance. By weighting down the high variability genes, the authors achieved a great advantage over the traditional unweighted method. Genes with a low cross-sample variability better represent the sample population, hence are more trustworthy for learning the cell composition. AdRoit incorporates the same notion to weigh the importance of genes; however, it defines the variability more comprehensively. AdRoit acknowledges the dependency between the gene expression level and its variance and thus computes a variance-to-mean ratio (VMR) as the cross-sample variability. Here the mean and the variance are computed across samples. The distribution of the VMR values is less skewed than that of the variance alone. The VMR also circumvents underweighting genes with a low expression, or overweighting genes highly dispersed. Let *Y*_*ij*_ denote the counts for gene *i* in sample *j* ∈ *1*, …, *J*, then

8 $${Y}_{ij}\sim {{NB}}\,({\lambda }_{ij},{p}_{ij}),$$

where *λ*_*ij*_ is the dispersion parameter of the gene *i* in sample *j*, and *p*_*ij*_ is the success probability. Again, we use MLE to estimate $$\widehat{{\lambda }_{ij}}$$ and $$\widehat{{p}_{ij}}$$, following which the cross-sample mean and variance can be numerically computed:

9 $${\mu }_{i}^{S}=\frac{\widehat{{\lambda }_{ij}}\cdot \widehat{{p}_{ij}}}{1-\widehat{{p}_{ij}}},$$

10 $${({\sigma }_{i}^{2})}^{S}=\frac{\widehat{{\lambda }_{ij}}\cdot \widehat{{p}_{ij}}}{{(1-\widehat{{p}_{ij}})}^{2}},$$

and the cross-sample variability VMR for gene *i* is then defined as

11 $${{VMR}}_{i}=\frac{{({\sigma }_{i}^{2})}^{S}}{{\mu }_{i}^{S}}=\frac{1}{{w}_{i}^{C}},$$

where $${w}_{i}^{C}$$ is later used in the model. The cross-sample variability weight is computed for each gene in the set of selected genes.

Typically, the RNA-Seq data of mixed cells to be deconvoluted include multiple replicated samples with similar cellular compositions. In this case, the VMR is computed as described above using the cross-sample mean and variance of the gene. In case the RNA-Seq data to be deconvoluted lack multiple replications whereas the single-cell reference contains replicates, AdRoit pools cells of the same type in each replicate to synthesize multiple samples to compute the gene means and variances per cell type, and subsequently estimate the VMRs with them. If neither input has multiple repeats, AdRoit takes a bootstrapping approach to sample and pool cells from each cell type in the single-cell reference several times to generate multiple samples.

### Gene-wise correction for the platform bias

When comparing the RNA-Seq data of the mixture samples to the single-cell data, one needs to account for the possible library size and platform difference. The simplest means is to adopt a fixed global correction for each sample, e.g., all genes in a sample are linearly transformed in the same way. This operation is based on a strong assumption that the platform difference impacts every gene equally and is linearly scalable among different cell types, which hardly holds. In addition, because linear models are sensitive to outliers, the estimation of cell proportions can be steered away from the truth by genes that are largely affected by the platform bias. Therefore, applying a uniform correction to all genes is inappropriate.

To overcome this problem, AdRoit estimates a gene-wise correction per sample via an adaptive learning strategy and applies it to each gene respectively. To proceed, we first input the mean expression of gene *i* from the replicated mixture samples (*μ*_*i*_) and the estimated means of each cell type from the single-cell data (*μ*_*ik*_ in Eq. (4)), then obtain a coarse estimation (e.g., via a non-negative least square regression^57^) of the proportions of each cell type, *τ*_*k*_. For each gene *i*, a predicted mean expression ($${\sum }_{k}^{K}\widehat{{\tau }_{k}}{\mu }_{ik}$$ in Eq. (13)) in the sample of mixed cells is computed as the weighted sum of the means of this gene in each cell type wherein the weights are *τ*_*k*_. The regression equation is given by,

12 $${\mu }_{i}=A\cdot \left(\mathop{\sum }\limits_{k}^{K}{\tau }_{k}{\mu }_{ik}+\varepsilon \right),\,0 \, < \, {\tau }_{k},\mathop{\sum }\limits_{k}^{K}{\tau }_{k}=1$$

where *A* is a constant to ensure the sum of *τ*_*k*_’s is 1 and *ε* is the error term. Next, we calculate the ratio between the mean expression from the mixture samples and the predicted counterpart, which constitutes the platform bias. We define the correction factor as a function that depends on the estimated platform bias. An option is the logarithm of the ratio plus 1,

13 $${r}_{i}={\log }_{2}\left(\frac{{\mu }_{i}}{{\sum }_{k}^{K}\widehat{{\tau }_{k}}{\mu }_{ik}}+1\right)$$

Given the dispersed nature of count data, the logarithm results in relatively more stable values. The addition of 1 avoids taking logarithm on zeros. By applying the gene-wise *r*_*i*_, the genes affected more strongly by the platform bias (i.e., “outliers”) receive a larger correction (Fig. 1b).

### Weighted and regularized loss function for training

AdRoit employs a non-negative least square regression model to infer the cell compositions in a compound RNA-Seq sample of mixed cell types. The model (Eq. (14)) approximates the gene expression observed in the compound sample by the weighted (the weights are the mixing percentages) sum of the cell type-specific gene expressions from the single-cell reference, after correcting the platform difference.

14 $${y}_{ij}\approx {r}_{i}\cdot \mathop{\sum }\limits_{k}^{K}{\beta }_{k}\widehat{{\mu }_{ik}}\,({\beta }_{1},\ldots ,{\beta }_{K} \, > \, 0)$$

Where *y*_*ij*_ is the expression of gene *i* in the compound transcriptome sample *j*; the coefficient *β*_*k*_ is the mixing proportion for cell type *k*; $$\widehat{{\mu }_{ik}}$$ is the estimated mean expression of gene *i* in cell type *k* computed according to Eq. (4); *r*_*i*_ is the gene-wise correction computed by Eq. (13) to alleviate the bias due to the technology difference. To infer the *β*_*k*_ coefficients, AdRoit uniquely incorporates all the factors discussed in the previous sections. This is implemented in a weighted sum-of-squared loss function *L*, where the weights consist of two components, $${w}_{i}^{C}$$ in Eq. (7) and $${w}_{i}^{S}$$ in Eq. (11). Thus, a larger weight is given to the genes with a higher cell-type specificity and a lower cross-sample variability. In cases of complex tissues where many similar cell subtypes exist, strong collinearity among the subtypes can render the model sensitive to noise and prone to overfitting. AdRoit handles this problem by including an L2 norm of the mixing proportions as the regularization component in the loss function. For a compound transcriptome sample *j*, the loss function is given by,

15 $${L}_{j}\left({\beta }_{1},\ldots ,{\beta }_{K}|{y}_{ij},{w}_{i}^{C},{w}_{i}^{S},{r}_{i},\widehat{{\mu }_{ik}}\right)=\mathop{\sum }\limits_{i}^{I}{w}_{i}^{C}\cdot {w}_{i}^{S}\cdot {\left({y}_{ij}-{r}_{i}\cdot \mathop{\sum }\limits_{k}^{K}{\beta }_{k}\widehat{{\mu }_{ik}}\right)}^{2}+\lambda \mathop{\sum }\limits_{k}^{K}{\beta }_{k}^{2}$$

where *i* is the index of a gene among the selected genes used for the deconvolution; $${y}_{ij}$$, $${\beta }_{k}$$, $${r}_{i}$$, and $$\widehat{{\mu }_{ik}}$$ are the same as defined in Eq. (14); $${w}_{i}^{S}$$ and $${w}_{i}^{C}$$ are computed as described above in Eqs. (7) and (11), respectively. *λ* is the strength of the regularization. The *β*_*k*_ coefficients are estimated by minimizing the loss function subject to the constraint $${\beta }_{1},\ldots ,{\beta }_{K} > 0$$,

16 $$\widehat{{\beta}_{1}},\ldots ,\widehat{{\beta }_{K}}=\mathop{{{{\mathrm{arg}}}}\;{{{\mathrm{max}}}}}_{\beta _{1},\ldots ,\beta_{K}}\;_{\beta_{1},\ldots ,\beta_{K} > 0}{L}_{j}$$

The minimization is done by a gradient projection method proposed by Byrd et al.^58^. We derive the gradient function by taking the partial derivative of the loss function with respect to *β*_*k*_,

17 $${G}_{k}={\nabla }_{{\beta }_{k}}{L}_{j}=-2\mathop{\sum }\limits_{i}^{I}{r}_{i}\cdot \widehat{{\mu }_{ik}}\cdot {w}_{i}^{C}\cdot {w}_{i}^{S}\cdot \left({y}_{ij}-{r}_{i}\cdot \mathop{\sum }\limits_{k}^{K}{\beta }_{k}\widehat{{\mu }_{ik}}\right)+2\lambda {\beta }_{k}$$

AdRoit uses the function ‘optim’ from the R package ‘stats’ to perform the minimization^59^, providing the loss function (Eq. (15)) and the gradient (Eq. (17)). To get the final estimates of cell-type proportions, we rescale the coefficients *β*_*k*_’s to ensure a summation of 1,

18 $${\theta }_{k}=\frac{\widehat{{\beta }_{k}}}{{\sum }_{k}^{K}\widehat{{\beta }_{k}}}$$

Each compound RNA-Seq sample *j* is independently estimated by the model described above.

### Evaluation statistics

We compared the estimated cell-type proportions with the ground truth by calculating the following four statistics. The mean absolute difference (mAD) and root mean square deviation (RMSD) are given by,

19 $${{mAD}}=\frac{{\sum }_{k}^{K}|{\theta }_{k}-{\theta }_{k}^{0}\,|}{K}$$

20 $${{RMSD}}=\frac{{\sum }_{k}^{K}{({\theta }_{k}-{\theta }_{k}^{0})}^{2}}{K}$$

where *θ*_*k*_ and $${\theta }_{k}^{0}$$ are the estimated proportions and true proportions, respectively.

Pearson correlation coefficient is computed as,

21 $${\rho }_{p}=\frac{{\sum }_{k}^{K}({\theta }_{k}-\overline{{\theta }_{k}})({\theta }_{k}^{0}-\overline{{\theta }_{k}^{0}})}{\sqrt{{\sum }_{k}^{K}{({\theta }_{k}-\overline{{\theta }_{k}})}^{2}}\sqrt{{\sum }_{k}^{K}{({\theta }_{k}^{0}-\overline{{\theta }_{k}^{0}})}^{2}}}$$

where $$\overline{{\theta }_{k}}$$ and $$\overline{{\theta }_{k}^{0}}$$ are the means of the estimated proportions and true proportions, respectively. Spearman correlation coefficient is given by,

22 $${\rho }_{s}=\frac{{\sum }_{k}^{K}({r}_{k}-\overline{{r}_{k}})({r}_{k}^{0}-\overline{{r}_{k}^{0}})}{\sqrt{{\sum }_{k}^{K}{({r}_{k}-\overline{{r}_{k}})}^{2}}\sqrt{{\sum }_{k}^{K}{({r}_{k}^{0}-\overline{{r}_{k}^{0}})}^{2}}}$$

where *r*_*k*_ and $${r}_{k}^{0}$$ is the rank of *θ*_*k*_ and $${\theta }_{k}^{0}$$, respectively, and $$\overline{{r}_{k}}$$ and $$\overline{{r}_{k}^{0}}$$ are the means of *r*_*k*_’s and $${r}_{k}^{0}$$’s.

### Generation of synthesized bulk RNA-Seq and spatial transcriptomics data

Bulk RNA-Seq data used for the benchmarking were synthesized by adding up the raw UMI counts per gene from all cells within a subject. Let *t*_*k*_ denote a cell of cell type *k*, *t*_*k*_ ∈ *1*, …, *T*_*k*_, where *T*_*k*_ is the total number of cells in cell type *k*. Let $${Y}_{ij}^{B}$$ be the count of gene *i* in a synthesized bulk sample associated with the subject *j*, and $${X}_{ij{t}_{k}}$$ be the UMI count of gene *i* in cell *t*_*k*_ within the subject *j*, then

23 $${Y}_{ij}^{B}=\mathop{\sum }\limits_{k}^{K}\mathop{\sum }\limits_{{t}_{k}}^{{T}_{k}}{X}_{ij{t}_{k}}$$

The true proportion of cell type *k* is given by,

24 $${\theta }_{k}^{0}=\frac{{T}_{k}}{{\sum }_{k}^{K}{T}_{k}}$$

To simulate the spatial transcriptomic spots, we first sampled 10 cells without replacement from each cell type, then weighed them by their respective mixing proportions before adding them up. For example, to simulate a spot with *p*_*k*_ percent of cell type *k*, the count $${Y}_{ij}^{s}$$ of gene *i* in a spatial spot *j* is given by,

25 $${Y}_{ij}^{s}=\mathop{\sum }\limits_{k}^{K}{p}_{k}\mathop{\sum }\limits_{n=1}^{10}{X}_{ikn}$$

where *X*_*ikn*_ is the UMI count of gene *i* in a selected cell *n* of cell type *k*. For each mixing scheme, the simulation was repeated 100 times.

### Single-cell RNA sequencing of mouse dorsal root ganglion

As described previously^60^, lumbar DRGs were isolated from five 18-week old adult C57BL/6 mice (three males and two females) and transferred to a dissociation buffer (Dulbecco’s modified Eagle’s medium supplemented with 10% heat-inactivated Fetal Calf Serum) (Gibco; cat # A38400-02). To generate a single cell suspension, DRGs were subjected to a 2 step-enzymatic dissociation followed by a mechanical dissociation. In brief, DRGs were first incubated with 0.125% collagenase P from Clostridium histolyticum (Roche Applied Science; cat # 11249002001) for 90 min in an Eppendorf Thermomixer C (37 °C; intermittent 750 rpm shaking for about 10 s every 2 min). Then, DRGs were transferred to a Hank’s Balanced Salt Solution (HBSS, Mg^2+^ and Ca^2+^ free; Invitrogen) supplemented with 0.25% Trypsin (Worthington biochemical corp.; cat # LSoo3707) and 0.0025% EDTA and incubated for 10 min at 37 °C in the Eppendorf Thermomixer C. Trypsin was neutralized by the addition of 2.5 mg/ml MgSO4 (Sigma; cat #M-3937) and DRGs were triturated with Pasteur pipettes. The resulting cell suspension was passed through a 70 µm mesh filter to remove remaining chunks of tissues and centrifuged for 5 min at 2500 rpm at room temperature. The pellet was resuspended in HBSS (Ca^2+,^ Mg^2+^ free; Invitrogen) and the cell suspension was run on a 30% Percoll Plus gradient (Sigma GE17-5445-02) to further remove debris. Finally, cells were resuspended in PBS supplemented with 0.04% BSA at a concentration of 200 cells/µl and cell viability was determined using the automated cell analyzer NucleoCounter^®^ NC-250™. The suspended single cells were loaded on a Chromium Single Cell Instrument (10x Genomics) with about 6000 cells per lane to minimize the presence of doublets. 2000–3000 cells per lane were recovered. RNA-Seq libraries were constructed using Chromium Single Cell 3′ Library, Gel Beads & Multiplex Kit (10x Genomics). Single-end sequencing was performed on Illumina NextSeq500. Read 1 starts with a 26 bp UMI and cell barcode, followed by an 8 bp i7 sample index. Read 2 contains a 55 bp transcript read. Sample de-multiplexing, alignment, filtering, and UMI counting were conducted using Cell Ranger Single-Cell Software Suite^61^ (10x Genomics, v2.0.0). Mouse mm10 Genome assembly and UCSC gene model were used for the alignment.

### Data preprocessing

For the DRG single-cell data, the UMI data output from the Cell Ranger Single-Cell Software Suite (10x Genomics, v2.0.0) was analyzed using Seurat package^62^ to assess the cell quality and identify cell types, similar to what was described previously^42^. Cells with the number of detected genes less than 500 or over 15000, or with a UMI ratio of mitochondria encoded genes versus all genes over 0.1 were also removed. The UMI data was normalized by the ‘NormalizeData’ method in Seurat with default settings. To avoid potential sample-to-sample variation caused by the technical variation at various experiment steps, we employed Seurat data integration method. The top 2000 variable genes of each of the 5 DRG samples were identified using ‘FindVariableFeatures’ with selection.method = ‘vst’. Based on the union of these variable genes, the anchor cells in each sample were identified by ‘FindIntegrationAnchors’. All the samples were then integrated by ‘IntegrateData’. We subsequently scaled the integrated data (‘ScaleData’) and performed dimension reduction (‘RunPCA’). Cells were then clustered based on the first 15 principal components by applying ‘FindNeighbors’ and ‘FindClusters’ (resolution = 0.6, algorithm = 1). Marker genes for each cluster were identified using ‘FindAllMarkers’. Parameters were used such that these genes were expressed in at least 25% of the cells in the cluster, and on average two-fold higher than the rest of cells with a multiple-testing adjusted Wilcoxon test *p* value of less than 0.01. The specificity of the canonical cell-type-specific genes or cell cluster-specific genes were further examined by visualizations (Supplementary Fig. 4) and used to define the cell type for each cluster. In the end, the original UMI data from 17271 genes and 3352 cells that passed the quality control were organized into a matrix (genes as rows and cell identifiers as columns). This matrix, together with the cell type label for each cell therein, were loaded into AdRoit as the reference profiles.

To build the mouse brain single-cell atlas, the scRNA-Seq reference data of the mouse brain were obtained from Zeisel et al.^32^. Among all the available data, we only retained 96,572 cells that were acquired from the brain regions, had an assigned cell type by the authors, and a minimal total UMI of 1000. These cells correspond to 183 clusters at the finest taxonomy level in the original study. As many of the clusters are highly similar, we decided to merge some of them to simplify the reference landscape. First, the top 50 cluster enriched markers were derived using Scanpy^63^ via the ‘rank_genes_groups’ function (method = ‘wilcoxon’), following the normalization (‘normalize_per_cell’), log transformation (‘log1p’) and regressing out (‘regress_out’) the variances associated with the total UMI and the percentage of mitochondrial chromosome encoded genes per cell. Then, the pair-wise overlapping p-values among the clusters were calculated using the top 50 marker genes assuming a hypergeometric null distribution. Last, clusters with overlapping p-values more significant than 1e−10 were merged and new names were assigned by combinedly considering the original annotation, the molecular features, and the specificity to certain brain regions. A total of 46 cell types were determined that cover all the 12 brain regions and their important substructures^40^ (Supplementary Data 5). To make the reference dataset more manageable in size and more balanced in the representation of cell types, we down-sampled each cluster to no more than 360 cells. A final set of 14,666 cells over 46 cell types was used for the deconvolution of the mouse brain spatial transcriptome data.

The human Islets single-cell RNA-Seq data contained 1492 high-quality human islets single cells and the associated annotations from Xin et al.^41^. The RPKM expression table was directly downloaded and used as-is. The RNA-FISH data was also from this study^41^. The real bulk RNA-Seq data of human islets was acquired from a large-scale study referred in multiple publications^41,43,44^. We only included the data from donors with a valid HbA1C level measurement in the regression analysis of the Beta-cell proportion with respect to the HbA1C level (Fig. 5c and Supplementary Data 10).

The human trabecular meshwork single-cell data were acquired from the authors of Patel et al.^42^. We used the UMI counts, tSNE coordinates, and the cell type annotation of 8759 high-quality cells. Details of the quality control and the cell type identification were presented in the original publication.

The Mouse Brain Spatial transcriptomics data by 10x Visium platform were download from the 10x Genomics website (see “Data availability”), including the filtered count matrix, tissue image, and the spatial coordinates of a coronal section of an adult C57BL/6 mouse brain. A total of 2698 in-tissue spots were provided in the data set and used as-is.

The Mouse Brian ISH images were directly downloaded from Allen mouse Brain Atlas^40^ by searching the gene names. The images were used without further editing except for cropping.

### Statistics and reproducibility

The statistical analyses were done with R statistical software (v3.6.0)^59^ and python (v3.7.2)^64^. The packages used include Seurat (v3.0.1)^62^, scanpy (v1.6.0)^63^, dplyr (v0.8.0.1)^65^, doParallel (v1.0.14)^66^, data.table (v1.12.4)^67^, fitdistrplus (v1.1-1)^56^, nnls (v1.4)^57^, MuSiC (v0.1.1)^22^, BisqueRNA (v1.0.4)^21^, SPOTlight (v1.0.4)^38^, Cell2location (v0.05-alpha)^39^, Stereoscope(v_03)^23^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Reporting Summary

## Data Availability

The mouse DRG single-cell data were deposited at NCBI GEO (accession number: GSE163252). The bulk RNA-Seq and RNA-FISH data for human pancreatic islets were initially published as aggregated data where the data processing and experimental procedure were described therein^41,43,44^. We acquired the individual sample data from the authors and released them along with the current study (Supplementary Data 10). The other public data analyzed in this study were obtained using GEO accession number GSE81608 (human pancreatic islets single-cell data), NCBI SRA accession number PRJNA616025 (human trabecular meshwork single-cell data), and NCBI SRA accession number SRP135960 (mouse brain single-cell data). The 10x Genomics PBMC data^68^ and the Visium mouse brain spatial transcriptomics data^69^ were downloaded from 10x Genomics website.

# Supplementary material for: AdRoit is an accurate and robust method to infer complex transcriptome composition
**Source:** Commun Biol. 2021 Oct 22;4:1218. doi: 10.1038/s42003-021-02739-1
**Supplement:** Supplementary file 2 — Supplementary Information

## **Supplementary information**

### **AdRoit is an accurate and robust method to infer complex transcriptome composition**

Tao Yang<sup>1</sup>, Nicole Alessandri-Haber<sup>1</sup>, Wen Fury<sup>1</sup>, Michael Schaner<sup>1</sup>, Robert Breese<sup>1</sup>, Michael LaCroix-Fralish<sup>2</sup>,  
Jinrang Kim<sup>1</sup>, Christina Adler<sup>1</sup>, Lynn E. Macdonald<sup>1</sup>, Gurinder S. Atwal<sup>1</sup>, Yu Bai<sup>1, \*</sup>

## Supplementary Figures

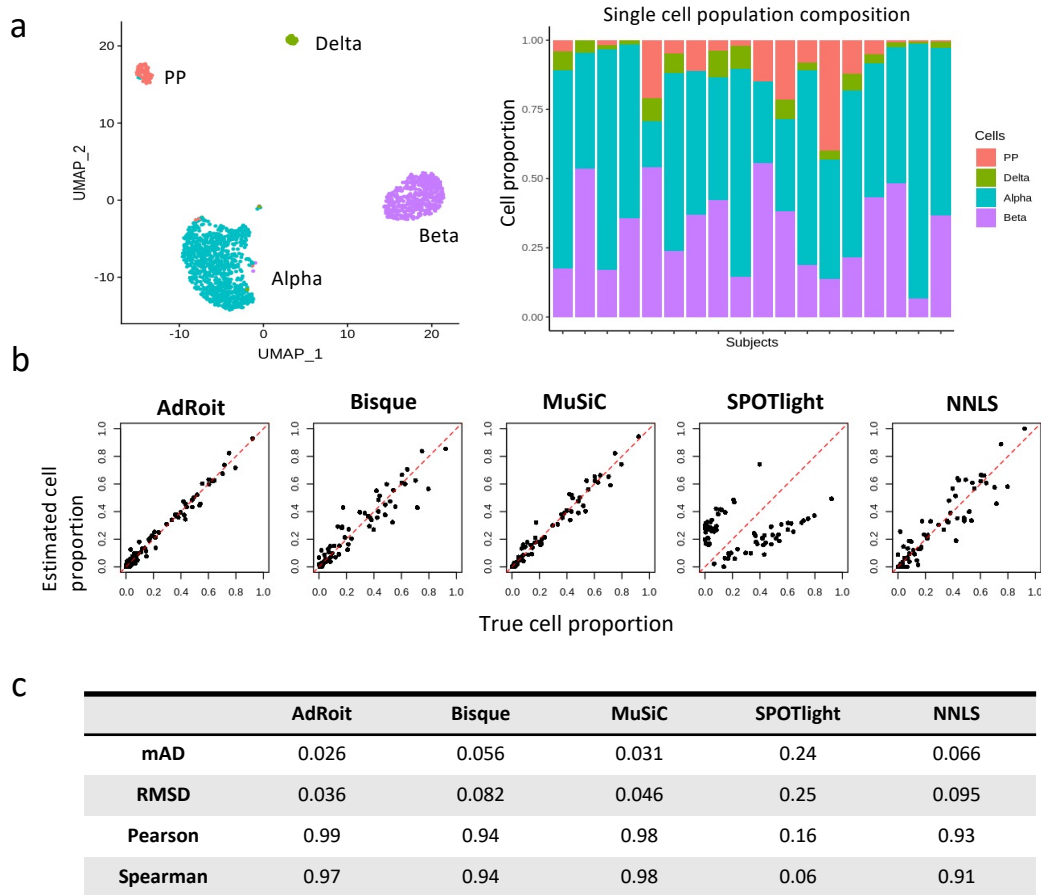

**Supplementary Figure 1. Benchmark five methods on human pancreatic islets data.** a, Human islets single cell data contains 4 cell types (Alpha, Beta, PP, and Delta cells)<sup>1</sup> from 18 subjects. The cell proportion varies across different subjects. b, c, AdRoit achieves a leading accuracy when applied to the bulk data synthesized from the single cell data. Each dot on the scatterplot is a cell type from one subject. The reference and gene weight estimations used for deconvoluting each synthetic bulk sample exclude the data of that sample (i.e., leave-one-out).

A

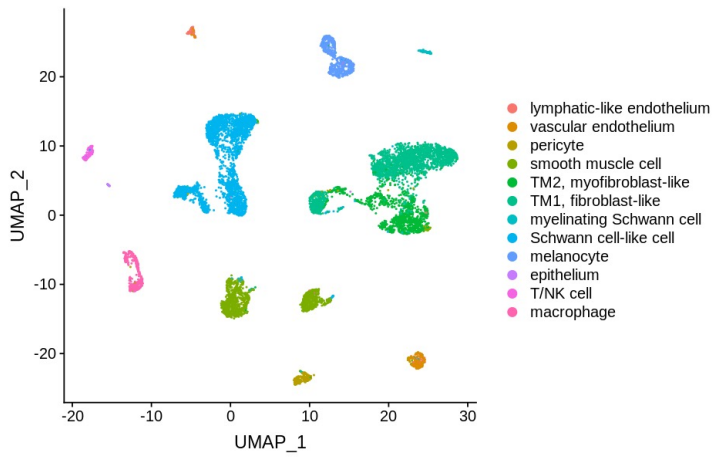

B

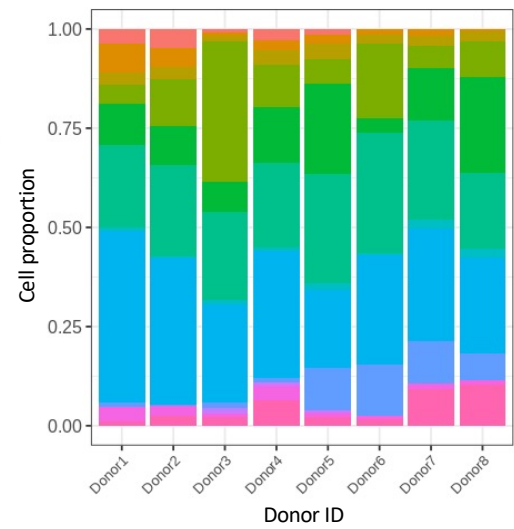

**Supplementary Figure 2. Trabecular meshwork single cell data reveals 12 cell types from 8 donors<sup>2</sup>.** **a**, UMAP<sup>3</sup> projection of single cells shows 12 distinct cell types. **b**, The cell proportion of each cell type varies across different donors.

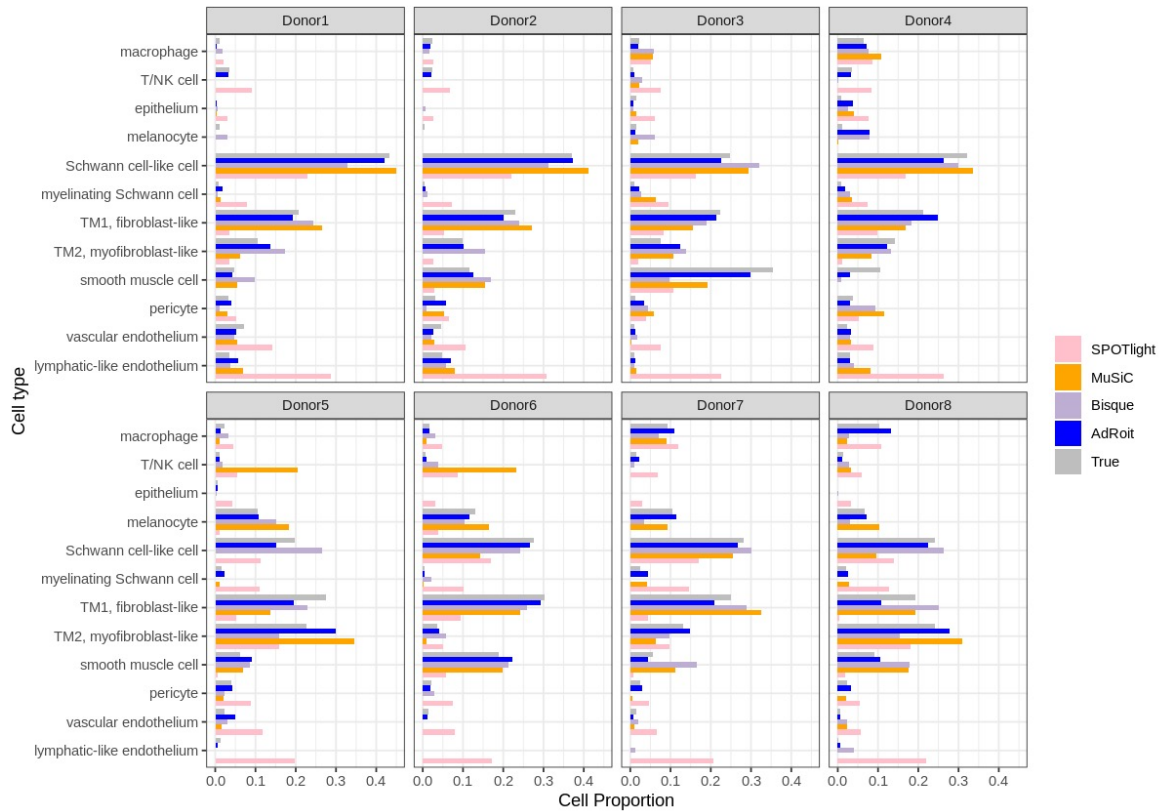

**Supplementary Figure 3. Comparison of estimated cell type proportions by AdRoit, Bisque<sup>4</sup>, MuSiC<sup>5</sup> and SPOTlight<sup>6</sup> on the trabecular meshwork data<sup>2</sup> of each donor.** For each sample, AdRoit's estimates (blue bars) are more consistent with the true cell type proportions (grey bars) than the other methods.

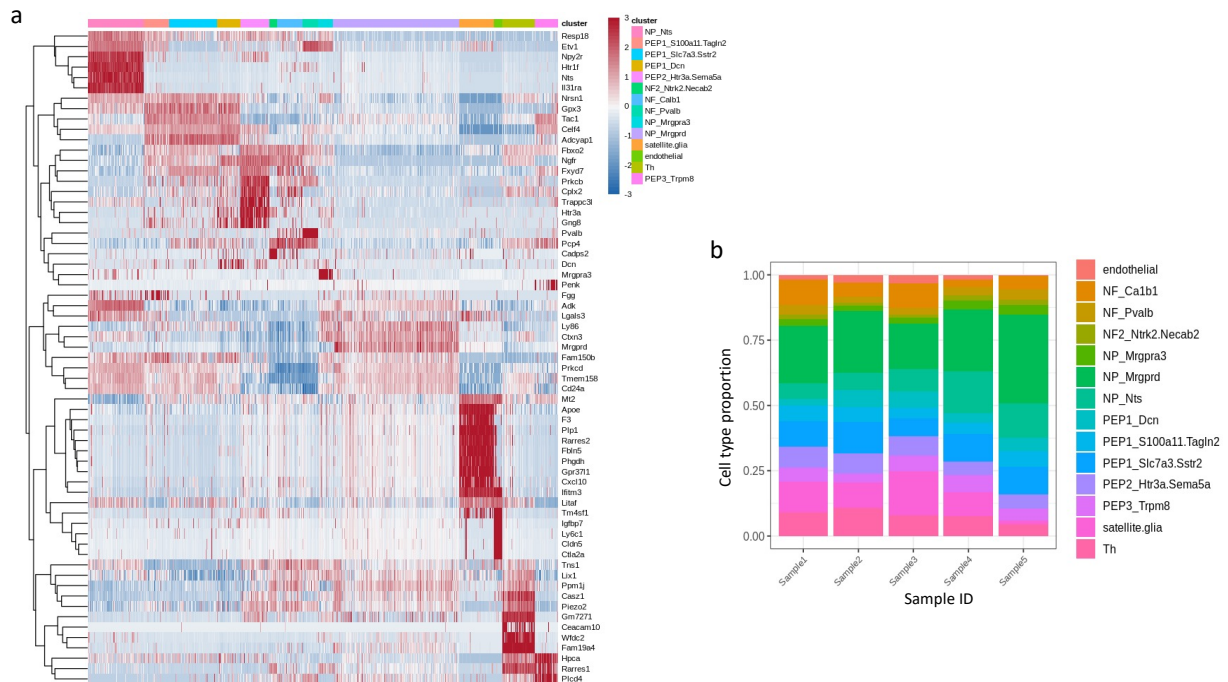

**Supplementary Figure 4. Dorsal root ganglion single cell shows 14 cell types including 3 subtypes of neurofilament-containing neurons, 3 subtypes of non-peptidergic neurons, and 5 subtypes of peptidergic neurons. a, Heatmap of top markers shows the distinction and the similarity between the cell subtypes. b, The proportion of each cell type varies from 0.5% to 33.71% across different samples.**

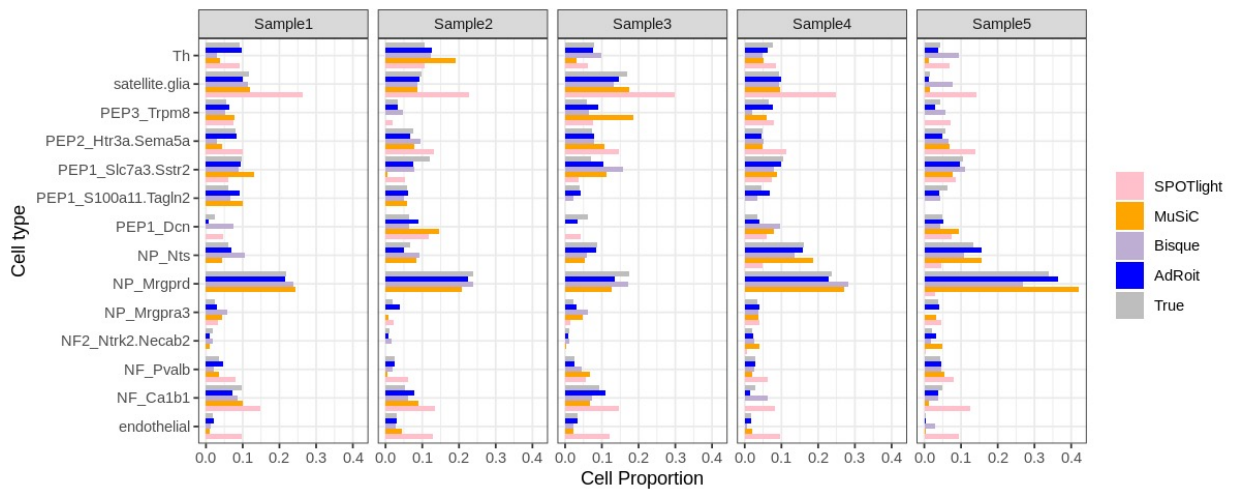

**Supplementary Figure 5. Comparison of estimated cell type proportions by AdRoit, Bisque<sup>4</sup>, MuSiC<sup>5</sup> and SPOTlight<sup>6</sup> on the synthetic dorsal root ganglion bulk samples.** For each sample, AdRoit's estimates (blue bars) are more consistent with the true cell type proportions (grey bars) than the other methods.

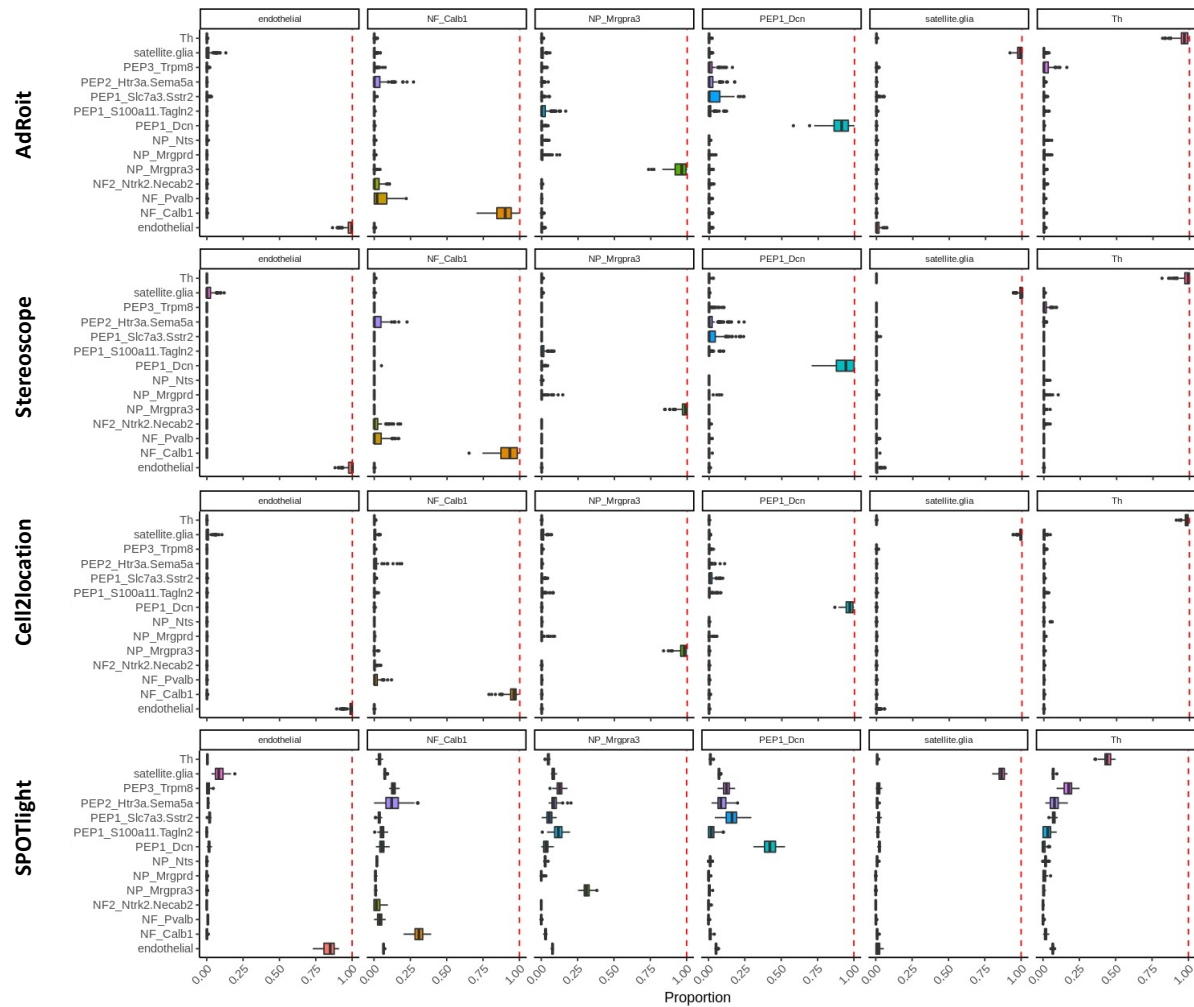

**Supplementary Figure 6. Comparing the deconvolution performance on simulated spatial spots containing a pure cell population.** All methods except SPOTlight accurately estimate the present cell type close to 1 and the absent cell types near 0. Simulations were done by sampling cells from a given cell type and adding up the UMI counts per gene. For each of the 14 DRG cell types, we repeated the simulation 100 times. The results of 6 cell types are shown here. The complete estimations for all 14 cell types are listed in Supplementary Table 11. Bars of the boxplots indicate the interquartile ranges.

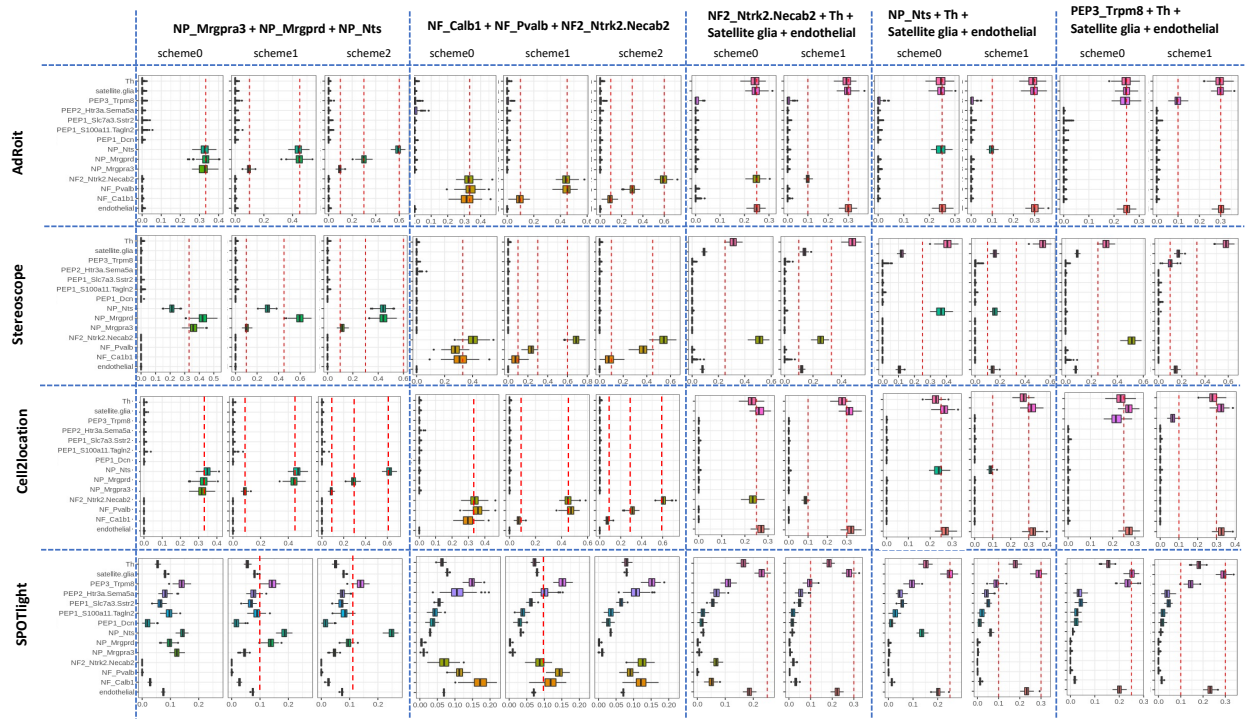

**Supplementary Figure 7. Compare deconvolution algorithms on the simulated spatial spots using additional cell mixing schemes.** 5 more sets of mixed spatial spots were simulated: 1) mixture of 3 neurofilament-containing neuron subtypes (NF); 2) mixture of 3 non-peptidergic (NP) neuron subtypes; 3) NF2\_Ntrk2.Necab2 with Th, satellite glia and endothelial; 4) NP\_Nts with Th, satellite glia and endothelial; and 5) PEP3\_Trpm8 with Th, satellite glia and endothelial. Each simulation was repeated 100 times. Consistently for all simulation schemes, AdRoit's estimates are closer to the ground truth proportions (red lines), whereas the other methods show more deviations. Bars of the boxplots indicate the interquartile ranges.

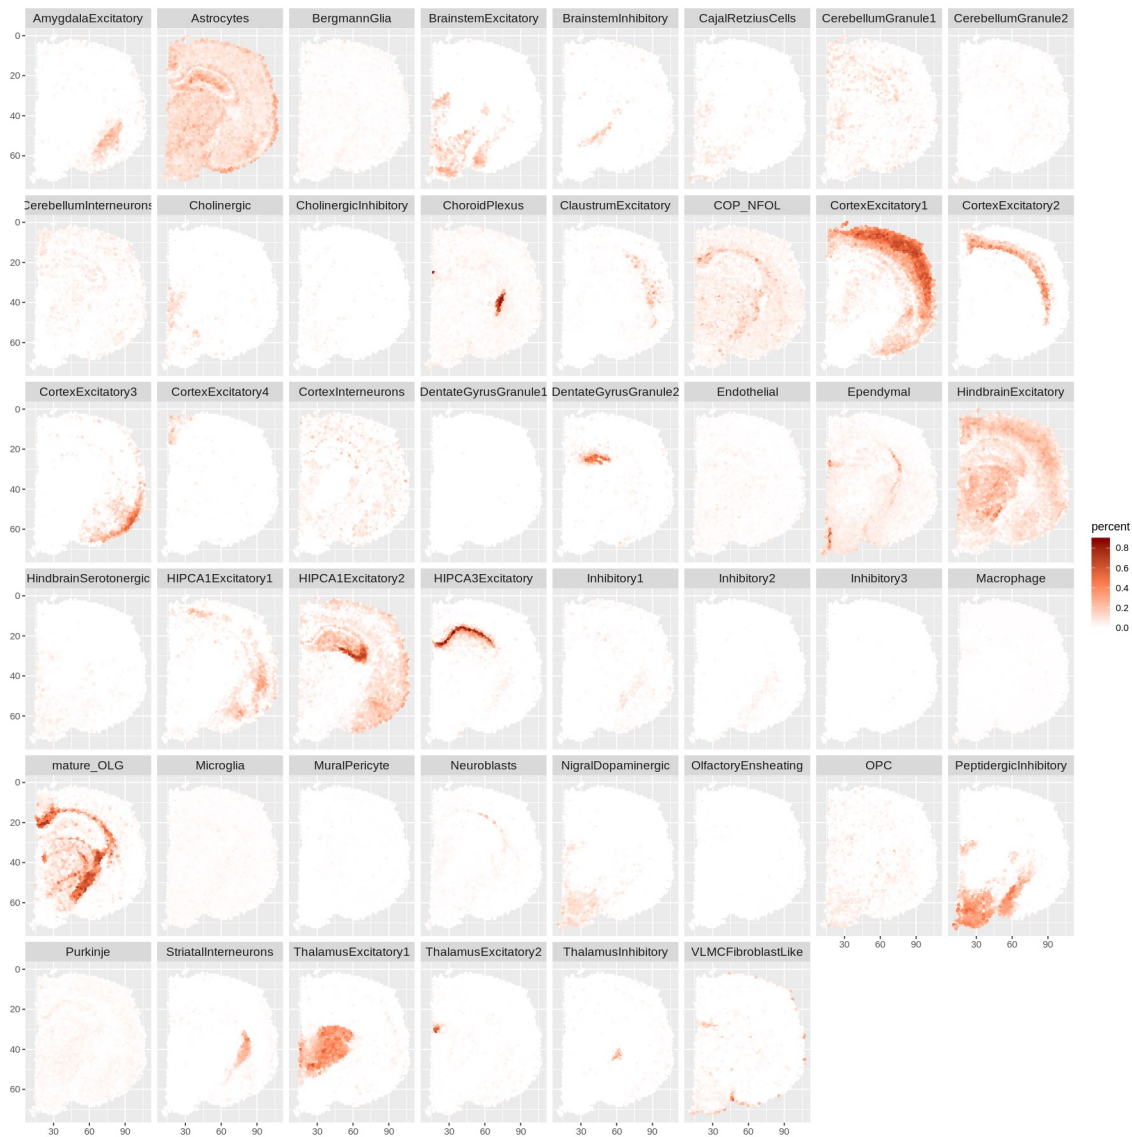

**Supplementary Figure 8. Spatial mapping of 46 brain cell types by AdRoit quantitatively depicts the content in each spot.** Spatial transcriptomics data was downloaded from 10x Genomics (see Data availability in the main text). The single cell reference data was sampled from a published mouse brain atlas<sup>7</sup> and consolidated into 46 cell types (see Methods in the main text).

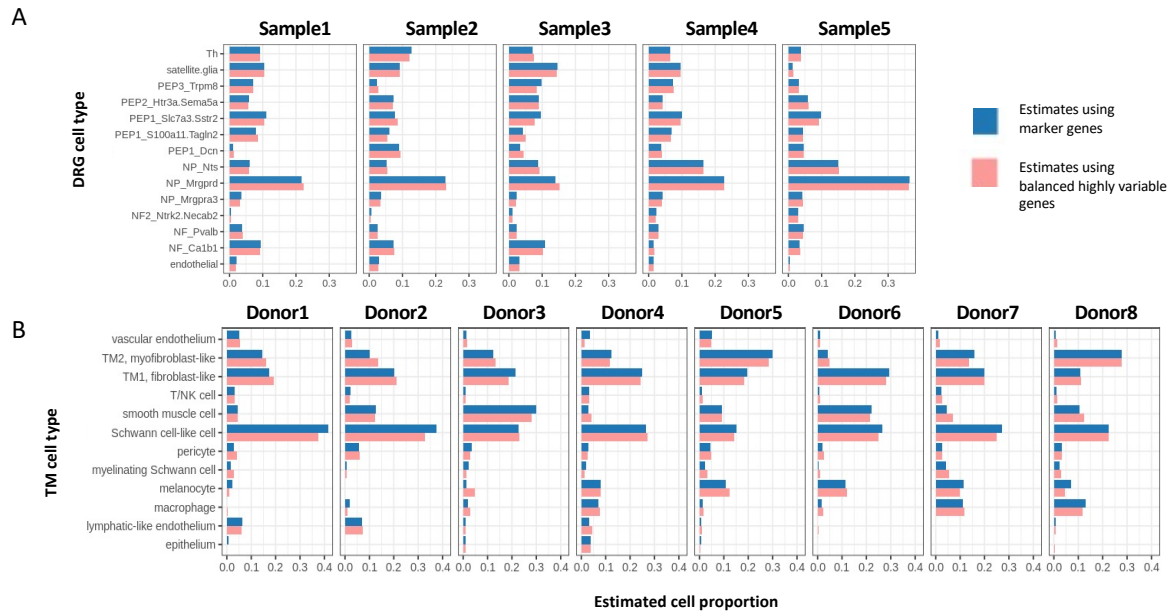

**Supplementary Figure 9. Estimation of cell proportions using either marker genes or balanced highly variable genes yields comparable results in dorsal root ganglion (DRG) data (a) and trabecular meshwork (TM) data (b). The union of the top 200 markers (based on fold change) per cell type is compared with the top 2000 balanced highly variable genes.**

## Supplementary References

1. Xin, Y. *et al.* RNA Sequencing of Single Human Islet Cells Reveals Type 2 Diabetes Genes. *Cell Metab.* (2016) doi:10.1016/j.cmet.2016.08.018.
2. Patel, G. *et al.* Molecular taxonomy of human ocular outflow tissues defined by single-cell transcriptomics. *Proc. Natl. Acad. Sci.* **117**, 12856 LP – 12867 (2020).
3. McInnes, L., Healy, J., Saul, N. & Großberger, L. UMAP: Uniform Manifold Approximation and Projection. *J. Open Source Softw.* (2018) doi:10.21105/joss.00861.
4. Jew, B. *et al.* Accurate estimation of cell composition in bulk expression through robust integration of single-cell information. *Nat. Commun.* (2020) doi:10.1038/s41467-020-15816-6.
5. Wang, X., Park, J., Susztak, K., Zhang, N. R. & Li, M. Bulk tissue cell type deconvolution with multi-subject single-cell expression reference. *Nat. Commun.* (2019) doi:10.1038/s41467-018-08023-x.
6. Elosua-Bayes, M., Nieto, P., Mereu, E., Gut, I. & Heyn, H. SPOTlight: seeded NMF regression to deconvolute spatial transcriptomics spots with single-cell transcriptomes. *Nucleic Acids Res.* (2021) doi:10.1093/nar/gkab043.
7. Zeisel, A. *et al.* Molecular Architecture of the Mouse Nervous System. *Cell* (2018) doi:10.1016/j.cell.2018.06.021.
8. Xin, Y. *et al.* Pseudotime ordering of single human B-cells reveals states of insulin production and unfolded protein response. *Diabetes* (2018) doi:10.2337/db18-0365.

9. Gutierrez, G. D. *et al.* Gene signature of proliferating human pancreatic a cells.  
*Endocrinology* (2018) doi:10.1210/en.2018-00469.

# Supplementary material for: AdRoit is an accurate and robust method to infer complex transcriptome composition
**Source:** Commun Biol. 2021 Oct 22;4:1218. doi: 10.1038/s42003-021-02739-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Cell counts and proportions in the human pancreatic islets single cell dataset and the accompanying deconvolution results.

**File name:** Supplementary Data 2

**Description:** Cell counts and proportions in the human trabecular meshwork single cell dataset and the accompanying deconvolution results.

**File name:** Supplementary Data 3

**Description:** Estimates of cell proportions in the mixtures of myeloid and lymphoid cell types by AdRoit.

**File name:** Supplementary Data 4

**Description:** True and estimated cell proportions in the bulk RNA-seq data synthesized using 6 out of the 12 human trabecular meshwork cell types.

**File name:** Supplementary Data 5

**Description:** Sampled mouse brain single cells from Zeisel et al and the consolidated cell type annotation

**File name:** Supplementary Data 6

**Description:** True and estimated cell proportions in the simulated bulk samples of 30 randomly selected mouse brain cell types.

**File name:** Supplementary Data 7

**Description:** True and estimated cell proportions in the synthetic bulk RNA-seq data of mouse dorsal root ganglion

**File name:** Supplementary Data 8

**Description:** Estimated cell proportions of 2900 spatial transcriptome spots simulated by sampling and pooling multiple cell types from the mouse dorsal root ganglion single cell data.

**File name:** Supplementary Data 9

**Description:** Estimated cell percentages of 6000 spatial transcriptome spots simulated to evaluate the accuracy and sensitivity in deconvoluting rare cell types

**File name:** Supplementary Data 10

**Description:** Read count per gene from the 70 real bulk RNA-seq samples of human pancreatic islets, together with the donor information, the available HbA1C and RNA-FISH measurements.

**File name:** Supplementary Data 11

**Description:** AdRoit-estimated cell proportions in the 70 real bulk RNA-seq samples of human pancreatic islets.

**File name:** Supplementary Data 12

**Description:** AdRoit-estimated cell proportions in the real mouse brain spatial transcriptome spots.

# Supplementary material for: AdRoit is an accurate and robust method to infer complex transcriptome composition
**Source:** Commun Biol. 2021 Oct 22;4:1218. doi: 10.1038/s42003-021-02739-1
**Supplement:** Supplementary file 16 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                                       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Sample de-multiplexing, alignment, filtering, and UMI counting were conducted using Cell Ranger Single-Cell Software Suite (10X Genomics, v2.0.0). Mouse mm10 Genome assembly and UCSC gene model were used for the alignment.                                                                                                                                                                                                                                                                                                      |
| Data analysis   | The statistical analyses were done with R statistical software (v3.6.0) and python (v3.7.2). The packages used include Seurat (v3.0.1), scanpy (v1.6.0), dplyr (v0.8.0.1), doParallel (v1.0.14), data.table (v1.12.4), fitdistrplus (v1.1-1), nnls (v1.4), MuSiC (v0.1.1), BisqueRNA (v1.0.4), SPOTlight (v1.0.4), Cell2location (v0.05-alpha), Stereoscope(v_03). The software developed in this manuscript was deposited at Github ( <a href="https://github.com/TaoYang-dev/AdRoit">https://github.com/TaoYang-dev/AdRoit</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The mouse DRG single cell data were deposited at NCBI GEO (accession number: GSE163252). The bulk RNA-Seq and RNA-FISH data for human pancreatic islets were initially published as aggregated data where the data processing and experimental procedure were described therein. We acquired the individual sample data from the authors and released them along with the current study (Supplementary Data 10). The other public data analyzed in this study were obtained using GEO accession number GSE81608 (human pancreatic islets single cell data), NCBI SRA accession number PRJNA616025 (human trabecular meshwork single cell data),

and NCBI SRA accession number SRP135960 (mouse brain single cell data). The 10x Genomics PBMC data and the Visium mouse brain spatial transcriptomics data were downloaded from 10x Genomics website (<https://support.10xgenomics.com/single-cell-gene-expression/datasets/1.1.0/pbmc3k>, [https://support.10xgenomics.com/spatial-gene-expression/datasets/1.1.0/V1\\_Adult\\_Mouse\\_Brain](https://support.10xgenomics.com/spatial-gene-expression/datasets/1.1.0/V1_Adult_Mouse_Brain)).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Single cell RNA-sequencing was performed on dorsal root ganglion tissue of 5 mice. The goal of doing this experiment is to characterize the cell population. Five mice would generate sufficient number of neuronal cells that reflect the cell population. |
| Data exclusions | No data excluded.                                                                                                                                                                                                                                           |
| Replication     | Single cell RNA-sequencing was performed on 5 mice. The computational method described in this paper was applied to each of them to ensure the reproducibility of estimation.                                                                               |
| Randomization   | Randomization is not relevant. There is only one wild type group. The goal is not to compare between groups.                                                                                                                                                |
| Blinding        | Not relevant. No group comparison was done.                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The five mice used were C57BL/6 mice. All of them were 18 weeks old. Three of the five are male, the other two are female.     |
| Wild animals            | The study did not involve wild animals.                                                                                        |
| Field-collected samples | The study did not involve samples collected from the field.                                                                    |
| Ethics oversight        | Research involving the use of live animals were approved by the Regeneron Institutional Animal Care and Use Committee (IACUC). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

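The data are single-cell RNA counts of lumbar dorsal root ganglia from 5 mice of 1 condition, made by the authors with the Chromium 3′ assay. The deposited matrix holds raw UMI counts, which the authors counted with Cell Ranger 2.0.0 on mm10 with the UCSC gene model and did not normalize. The authors selected cells with 500 to 15000 genes and a mitochondrial share up to 10%, integrated the samples with Seurat 3.0.1 using 15 principal components, clustered them at a resolution of 0.6 and named the clusters from marker genes. The deposited annotation gives 1 cell type per cell as text and was used unchanged. No further cell was removed here. The authors limited the cells loaded per lane to keep doublets few, the paper's text names no computational removal of doublets, and no doublet caller was run here. Rows of the matrix are named by gene symbol, chromosome and strand, so no start or end is given for a gene, and no coordinates from another annotation were joined to them.

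Each of the 5 library identifiers in the cell names was taken as 1 mouse. The names Sample1 to Sample5 follow from the equal counts of cells per type in Supplementary Data 7, and "without replicate" a number means without the library matching the Sample of that number. No library was assigned to a sample label or to a sex. Batches are not named in the labels or in the paper's text, so differences between libraries cannot be split into animal and batch.

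The libraries held 224553219 UMIs in all. Exact Clopper-Pearson intervals at 95% were given for shares of cells in single libraries, and a count of 0 was given the limit that 3 counts allow. Both cover counting error only.

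UMIs were summed per type and mouse. Marker genes were tested with edgeR 4.0.16 in R 4.3.3, using filterByExpr at its defaults, TMM and the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested for a type. Data were also simulated from the UMI totals and fitted spread of a type's sums. In them, 200 genes were changed by more than the 2-fold limit of a marker. The test recovered 96.5% of these genes for NP_Mrgprd, 91.5% for PEP1_Dcn, 91% for NF2_Ntrk2.Necab2 and 67% for endothelial cells, with at most 5 false calls. Changes near 2-fold were not simulated, and both sums of a mouse were drawn independently.

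The sum of a type and the sum of the other cells come from the same mouse. After the mean of each group was removed, the correlation across genes between both sums of a mouse lay between -0.021 in PEP3_Trpm8 and 0.396 in NP_Mrgprd over the types and mice. The marker tests were made without a term for the mouse, and with it as an alternative. With the replicate block in the model, the marker genes numbered 1761 in endothelial cells, 1602 in NF_Calb1, 1523 in NF_Pvalb, 955 in NF2_Ntrk2.Necab2, 352 in NP_Mrgpra3, 633 in NP_Mrgprd, 605 in NP_Nts, 668 in PEP1_Dcn, 413 in PEP1_S100a11.Tagln2, 611 in PEP1_Slc7a3.Sstr2, 935 in PEP2_Htr3a.Sema5a, 646 in PEP3_Trpm8, 1783 in satellite glia and 710 in Th.

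The genes named are those in the names of the cell types and, for each type, the marker with the largest fold change that was higher in every mouse, with lists of marker genes for satellite glia, Schwann cells, endothelial cells, fibroblasts, macrophages, neurons, NP_Mrgprd and Th.

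Deconvolution used an own implementation of Eqs. (6) to (17) in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The ratio of the gene-wise correction was read as written, with the constant of Eq. (12) inside it. Metrics were the mAD, the RMSD as the square root of the mean squared difference, and the Pearson and Spearman correlations over the 14 types of a mouse. Paired differences were tested with exact two-sided sign-flip tests over mice. Spots were simulated with fixed seeds, without a test.

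The alternatives were another normalization and test (DESeq2 1.42.0), no filter on low counts, sums of at least 10 cells, an adjusted p under 0.05, no minimum share of cells, other summaries of UMIs, other gene sets, weights, corrections and strengths of the L2 term, a scaled reference, other spots and thresholds, and leaving out each mouse in turn. The human islet and other data sets of the paper were not used here.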

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

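The tests of carried-over barcodes, doublets and free RNA and the comparison of Sample3 across settings were chosen after the result was seen, and the test of shared barcodes was not. With 5 mice of 1 condition, no biological explanation was tested for any of these patterns.

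Among 73 measures with 1 value per mouse, 3 had a mouse whose gap to the nearest other mouse was more than 0.71 of the whole range. Chance gives about 1 in 20 groups such a gap. The leave-one-out Pearson correlation of Sample3 was 0.811, with the nearest mouse at 0.941 and the highest at 0.992. The published AdRoit estimates also have their lowest Pearson correlation in that mouse, at 0.914. Bhmt2 had 11.4 CPM in NF2_Ntrk2.Necab2 of Sample3, with 4.62 in the nearest mouse, and rests on 7 UMIs in 4 of 5 cells, whose exact Poisson 95% interval of 4.57 to 23.4 CPM includes the nearest mouse. Smr2 had 139 CPM in PEP2_Htr3a.Sema5a of Sample1, with 39.9 in the nearest mouse, and rests on 172 UMIs in 5 of 13 cells, of which 1 cell held 166. The low Pearson correlation of Sample3 depended on the settings. Of 13 alternatives, Sample3 was the lowest in 12, and its gap was beyond that limit in 4. With no gene-wise correction Sample3 had 0.927 and Sample2 was lowest at 0.921, and with 2000 highly variable genes Sample3 had 0.924 and the nearest mouse 0.967. With the correction from the mouse's own bulk it had 0.691. Plain NNLS, which has no correction either, left Sample3 at 0.119 with the nearest mouse at 0.766, so what sets Sample3 apart stays open. No other technical explanation was tested for these 3 values.

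Beside the mouse genes, the matrix holds 4 names that the paper does not report on, with 86 UMIs of EC18, 12 of LacZ, 11 of PGK and 34 of SV40. No control sample exists for them. The 46 UMIs of LacZ and SV40 fell in 9 cells, whereas drawing as many UMIs in proportion to the UMIs of the cells reached at least 41 cells in 10000 draws, which argues against free RNA in the droplets. In the library matching Sample5, the 5 cells with such UMIs held 1 Xist UMI where their UMI totals predict 108.5, and 4 of them held 20 UMIs of Y-linked genes, of which the other 1365 cells held 0. The value of 1 argues against doublets with a cell of that library, since such doublets would keep its Xist. Barcodes carried over from another animal's library may account for these cells, as a hypothesis found and tested on the same data. Of the 9 cells, 0 had a barcode that occurs in another of the 5 libraries, against 14 of the 3343 other cells, so barcodes shared between libraries sequenced together cannot be told apart from chance with so few cells. EC18 and PGK were not tested further.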

How the results depend on the processing

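Except for the correction with the constant A divided out, which was chosen after the data were seen and gave a mean mAD of 0.0165, the alternatives were set before the data were examined. The splits of the sums were tested after the marker counts were seen.

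For the counts of marker genes, 146 alternatives over 14 types stayed within 1.5 times the reported count, the replicate block among them, and 301 alternatives kept the direction and the adjusted p of 29 fold changes, with adjusted p from 3.4e-247 to 0.00015. In each of the 14 types, 1 of 30 splits of the 10 sums, the real one, gave as many called genes. The clustering of the types on these same counts fixes this outcome, so it is no evidence on chance. Cell proportions, UMIs per cell, similarity and the comparisons of published estimates kept their direction under 80, 7, 8 and 75 alternatives. Leaving out each mouse moved the chi-square statistic to between 129 (without Sample5) and 328. The log2 ratio of UMIs then lay between 1.89 and 1.94, the difference in similarity between 0.0432 and 0.0445, and the leave-one-out mAD between 0.0113 and 0.0177. With 4 or 5 mice no exact two-sided sign-flip test can pass 0.05, so these p-values say nothing about stability.

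In the leave-one-out deconvolution, no gene weights gave a mAD of 0.0471, an RMSD of 0.0575, a Pearson correlation of 0.704 and a Spearman correlation of 0.575. The differences to plain NNLS were then 1.26e-05 in mAD and -0.000915 in Pearson correlation, both reversed, and 0 in Spearman correlation. Without weights the fit differs from plain NNLS only in the correction and the L2 term. Why these terms had so little effect without weights was not tested. With reference cells scaled to the same total UMIs, the mAD was 0.0364, the RMSD 0.0532, the Pearson correlation 0.852 and the Spearman correlation 0.617. The scaling removes the differences in UMIs between types that the bulks keep.

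In simulated spots, plain NNLS gave a lowest median of 75.6% for spots of 1 type. The largest difference was 4.81 points for PEP subtypes and 5.77 for other mixtures, and the largest absent median 0.797% for PEP subtypes. The scaled reference gave largest differences of 17.4 and 25.9 points and largest absent medians of 4.71% for 1 type, 2.05% for PEP subtypes and 2.53% for other mixtures. With separate cells for spots and reference, the lowest median was 82.2%, the largest differences 4.59 and 6.36 points and the largest absent medians 6.63, 0.631 and 2.35%. The cause was not tested for plain NNLS and the separate cells. With 1000 highly variable genes, the mean largest difference to the marker genes was 2.69 points, and the cause was not tested.

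Detection rates are given as percent of 100 spots. A threshold of 0.01 gave NP subtypes 14 at a true 0% and 34 at 1%, NF_Calb1 with others 0 and 30, and NP_Mrgpra3 with others 0 and 9, since it asks for a larger estimate. The correction from each spot gave PEP subtypes 39, 45 and 84 at 0, 1 and 5%, PEP3_Trpm8 with others 47 and 57 at 0 and 1%, and NF_Calb1 with others 59 at 1%. Plain NNLS gave NP subtypes 10, 23 and 89 at 0, 1 and 5%, NF subtypes 74 and PEP subtypes 49 at 5%, NF_Calb1 with others 1 and 18 at 0 and 1%, NP_Mrgpra3 with others 10 and 34, and PEP3_Trpm8 with others 71 at 5%. The scaled reference gave NF subtypes 72 and NP subtypes 100 at 5%, NF_Calb1 with others 20 at 0%, and NP_Mrgpra3 with others 9 and 92 at 0 and 1%. Another seed gave NF_Calb1 with others 1 at 0%, NP_Mrgpra3 with others 65 at 1%, and NP and PEP subtypes 100 and 85 at 5%, which differ by resampling alone. Separate cells for spots and reference gave NF subtypes 58 and 94 at 0 and 5%, NP subtypes 100 at 5%, PEP subtypes 40, 42 and 77 at 0, 1 and 5%, NF_Calb1 with others 90 at 1%, and PEP3_Trpm8 with others 18 and 53 at 0 and 1%. For the other settings the cause was not tested. The other 68 of 108 alternatives of the detection rates moved by less than the interval of 100 spots.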

Differences from the paper's values

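Of 78 values the paper gives for a measure computed here, 0 differed by more than the larger error and by more than 1.5 times.

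The paper states that AdRoit detects a 5% rare population at a rate above the one that the dashed lines of Fig. 5c mark, under every scheme. Here the rate at 5% was 83% for NF subtypes and 65% for PEP subtypes. Of the alternatives set before the data were examined, separate cells for spots and reference brought NF subtypes to 94%, and no setting brought PEP subtypes above 85%. The paper's published estimates give 90 of 100 spots for NF subtypes, and its estimates for PEP subtypes were not used here.

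The paper states that Bisque, MuSiC and SPOTlight missed the PEP1_Slc7a3.Sstr2 cells of Sample5. Its published estimates for that type and mouse are above 0 for all of them, with 7.69% for MuSiC as the lowest.

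The paper states that cells with a mitochondrial share over its limit were removed. In the deposited counts 188 cells lie above it.

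The paper's published Spearman correlations differ from those recomputed from its published estimates by up to 0.0744 over 20 values, while its mAD differs by at most 1.61e-05.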

Other observations

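Except for the tests of a minimum of UMIs and of satellite glia in the droplets of some neurons, the tests here were chosen after the result was seen. No biological explanation was tested, since there is 1 condition.

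The paper states a ratio of 5 for the RNA of neurons over that of glia, and the ratio of median UMIs of neurons over satellite glia was 3.79 here. Satellite glia were more frequent in the interval just above the lowest UMI total of their library than in the next interval of the same ratio, with 129 and 97 cells, a ratio of 1.33, whereas the ratio for neurons was 0.56. Per library, from Sample1 to Sample5, the ratio was 2.6, 1.09, 1.15, 1.16 and 3.4 for satellite glia and 0.167, 0.90, 1.38, 0.263 and 0.512 for neurons, so neurons had the higher ratio in Sample3 and a similar one in Sample2. A minimum of UMIs in the cell calling may therefore have removed satellite glia with fewer UMIs, which would lower the ratio of neurons to glia.

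The mitochondrial share was above 10% in 175 cells when the 13 protein-coding genes alone were counted, which argues against another list of mitochondrial genes as the whole reason for the cells above the stated limit.

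Neurons held Apoe, Fabp7 and Kcnj10 at 0.156 to 0.243% of their level in satellite glia. Mean Apoe UMIs per cell were 9.57 times higher in NP_Mrgpra3 than in PEP1_Dcn, and higher in 5 of 5 mice, which argues against evenly spread free RNA from satellite glia as the whole source. A low even level stays open, since the medians were 2 to 4 UMIs per cell. Of the Apoe UMIs of neurons, 70.2% lay in the 153 of 3047 neurons with most. Satellite glia in the droplets of some neurons may account for that part.

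Of the Mbp and Pmp22 UMIs of satellite glia, 26.5 and 19.2% lay in the 13 of 249 cells with most, which argues against a few Schwann cells as the whole source of these genes. Pmp22 had a UMI in 94.4% of neurons and was highest in Th neurons. Prx went the other way, with 77.3% of its 44 UMIs in satellite glia in the 13 cells with most, but 9.24% of the cells held any.

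Per 10000 UMIs, the endothelial genes Cldn5 and Ly6c1 had 43.2 and 28.0 in endothelial cells. The fibroblast genes Col1a2 and Lum were highest in satellite glia, at 1.58 and 0.569, and Dcn was highest in PEP1_Dcn. Among macrophage genes, C1qa, C1qb, Lyz2 and Csf1r had 44, 234, 136 and 38 UMIs in all cells. The neuron gene Tubb3 had 33.4 in neurons and 2.10 in satellite glia. Lpar3 was highest in NP_Mrgprd and Slc17a8 in Th neurons, at 0.775.

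The library matching Sample4 held 16451 Xist UMIs and that matching Sample5 held 26102, and the libraries matching Sample1, Sample2 and Sample3 held 0, 1 and 0. Of the Y-linked genes, Ddx3y had 423, 1592, 1084, 0 and 10 UMIs from Sample1 to Sample5, and Uty had 42, 201, 121, 0 and 0. No sex was assigned from these values.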
